# An inflammatory gene signature distinguishes neurofibroma Schwann cells and macrophages from cells in the normal peripheral nervous system

**DOI:** 10.1038/srep43315

**Published:** 2017-03-03

**Authors:** Kwangmin Choi, Kakajan Komurov, Jonathan S. Fletcher, Edwin Jousma, Jose A. Cancelas, Jianqiang Wu, Nancy Ratner

## Abstract

Neurofibromas are benign peripheral nerve tumors driven by *NF1* loss in Schwann cells (SCs). Macrophages are abundant in neurofibromas, and macrophage targeted interventions may have therapeutic potential in these tumors. We generated gene expression data from fluorescence-activated cell sorted (FACS) SCs and macrophages from wild-type and mutant nerve and neurofibroma to identify candidate pathways involved in SC-macrophage cross-talk. While in 1-month-old *Nf1* mutant nerve neither SCs nor macrophages significantly differed from their normal counterparts, both macrophages and SCs showed significantly altered cytokine gene expression in neurofibromas. Computationally reconstructed SC-macrophage molecular networks were enriched for inflammation-associated pathways. We verified that neurofibroma SC conditioned medium contains macrophage chemo-attractants including colony stimulation factor 1 (CSF1). Network analysis confirmed previously implicated pathways and predict novel paracrine and autocrine loops involving cytokines, chemokines, and growth factors. Network analysis also predicted a central role for decreased type-I interferon signaling. We validated type-I interferon expression in neurofibroma by protein profiling, and show that treatment of neurofibroma-bearing mice with polyethylene glycolyated (PEGylated) type-I interferon-α2b reduces the expression of many cytokines overexpressed in neurofibroma. These studies reveal numerous potential targetable interactions between *Nf1* mutant SCs and macrophages for further analyses.

Neurofibromatosis type 1 (NF1) is one of the most common human monogenic disorders, affecting about 0.3% of the human population. Nearly half of NF1 patients develop plexiform neurofibromas, a benign peripheral nerve sheath tumor associated with significant patient morbidity. Human neurofibromas contain Schwann cells (SCs) with biallelic *NF1* mutation^1^. In mice, biallelic loss of *Nf1* in the SC lineage results in plexiform neurofibroma formation^2^,^3^. In human and mouse, biallelic *NF1* mutation/loss causes loss of function of neurofibromin protein, with no evidence of dominant negative or gain of function effects^4^.

*NF1* encodes neurofibromin, an off-signal for RAS proteins. Active, Guanosine-5′-triphosphate (GTP)-bound RAS is therefore present in higher levels in *NF1* mutant cells than in normal cells, particularly after cell stimulation^4^. RAS-GTP has been implicated in inflammation; RAS-GTP expression increased transcription of *IL8/CXCL8*, which initiated inflammation in a xenograft model^5^. Pro-inflammatory cytokine signaling can cooperate with RAS pathway hyper-activation to drive malignant tumor development^6^,^7^,^8^. Few systems that allow for the analysis of benign tumor formation over time have been used to study inflammatory processes.

Current evidence suggests that an inflammatory environment is critical for neurofibroma development and growth. Loss of *Nf1* enhances inflammatory gene expression in cultured SCs^9^, and injury-associated inflammation facilitates neurofibroma development in mouse models^10^,^11^,^12^. Mast cells are present in both human and mouse neurofibromas and are necessary for tumor development in some mouse models^13^. We recently found that Iba1^+^/F4/80^+^/CD11b^+^ macrophages comprise 20–40% of neurofibroma cells in mouse and human neurofibromas^14^. In the *Nf1*^*fl/fl*^*;DhhCre* plexiform neurofibroma model, the *DhhCre* driver effects *Nf1* loss in SCs at embryonic day 12.5, with about 50% of SCs showing *Nf1* loss^3^. All mice develop nerve hyperplasia with macrophage recruitment and visible benign neurofibromas by 4 months of age; tumors begin to compress the spinal cord by 7 months of age. Transformation to malignancy does not occur. In the *Nf1*^*fl/fl*^*;DhhCre* plexiform neurofibroma model, pharmacological inhibition of macrophage/mast cell function with a dual Kit/Fms (c-kit/Csf1r) kinase inhibitor reduced macrophage accumulation and growth of established neurofibromas (age 7–9 months)^14^. Thus, macrophages in established neurofibromas may contribute to neurofibroma growth.

Here, we verify that the *Nf1* gene is wild-type in macrophages in the *Nf1*^*fl/fl*^*;DhhCre* mouse model. Therefore, this genetically engineered mouse (GEM) neurofibroma model allows monitoring of changes downstream of *Nf1* loss/elevated RAS-GTP specifically in SCs, over time, in a predictable model of benign neurofibroma formation. These changes in SCs may affect tumor macrophages that are wild-type at *Nf1*. We posited that identifying differentially expressed genes (DEGs) that comprise the pro-tumorigenic SC-macrophage interactome would provide clues to aid in development of macrophage-targeted anti-neurofibroma therapies. We characterized the SC-macrophage signaling network at both early (initiation) and late (neurofibroma) time points using microarray gene expression. We validated secretion of macrophage chemoattractant(s) by neurofibroma SC, utilized computational multicellular gene network reconstruction to identify central genes and target pathways in the SC-macrophage interactome, and validated this analysis by targeting CSF1 *in vitro* and interferon signaling *in vivo*. The data provide numerous avenues for future study.

## Results

### Neurofibromas contain SCs and macrophages

We collected dorsal root ganglia (DRG), nerve roots, and associated brachial plexus and sciatic nerve from 1-month-old *Nf1*^*fl/fl*^*;DhhCre* mice and *Nf1*^*fl/fl*^ controls. At 1 month of age, neurofibromas have not yet formed but nerve development is complete. Thus, SC differentiation (myelination and formation of Remak bundles) has occurred, and SC basal lamina is present^15^. For 1-month-old mice, we pooled tissues from 3–4 mice for each of three FACS analysis. We collected neurofibromas, which grow to encompass these nerve structures, from 7-month-old *Nf1*^*fl/fl*^*;DhhCre* mice for comparison. Content of F4/80^+^;CD11b^+^ macrophages was 2.6 fold (P < 0.01) higher in 7-month-old *Nf1*^*fl/fl*^*;DhhCre* (0.77 ± 0.09%) than in 1-month-old *Nf1*^*fl/fl*^*;DhhCre* mice (0.27 ± 0.03%) or 1-month-old *Nf1*^*fl/fl*^*mice* (0.23 ± 0.03%) (Supplementary Fig. S1). We FACS-sorted p75^+^ SCs from mice expressing a green fluorescent protein (GFP) reporter allele (*Nf1*^*fl/fl*^; *DhhCre;b-actin* lox-stop-lox enhanced green fluorescent protein (EGFP)). In these mice, EGFP serves as a marker of Cre-mediated recombination. We found that 51.5% of p75^+^ cells are p75^+^/EGFP^+^, and 42.9% are p75^+^/EGFP^−^, confirming prior descriptions of this model (not shown)^3^. We sorted F4/80^+^;CD11b^+^ macrophages in three independent experiments (Fig. 1a). We used the sorted cells to perform microarray experiments and analyze the data according to the analysis pipeline summarized in Fig. 1b.

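Expression was measured on 23 Affymetrix Mouse Gene 2.0 ST arrays, 21 of sorted cells and 2 of a universal control RNA. The p75+ SCs gave 3 arrays each from 1-month-old wild-type nerve, from 1-month-old Nf1fl/fl;DhhCre nerve, called mutant here, and from 7-month-old neurofibroma. The F4/80+;CD11b+ macrophages, which the paper found to be wild-type for Nf1, gave 3, 5 and 4 arrays of the same groups. The authors summarized the probe sets by RMA and deposited log2 values of 41345 transcript clusters. In these values the array medians lay between 3.7 and 3.9 at 1 month and between 2.9 and 3.0 at 7 months. The universal control RNA differed in the same way, with medians of 3.9 and 3.0 on its 2 arrays. The array set was taken from these levels. It does not follow the batch named in the array labels, where some 1-month-old arrays share a batch with the 7-month-old arrays. Age and array set therefore coincide in the sorted cells, and only the universal control pair bridges the array sets. The paper's methods adjust batch effects with ComBat, and the deposited values still carry the difference. ComBat was therefore applied here with the array set as batch and the groups, the universal control included, as covariates, a choice made after the values were seen. Groups were compared with limma, in 1 fit for the 3 groups of each cell type, over 22180 genes, each represented by its transcript cluster with the highest mean. A gene was called differentially expressed at an adjusted p under 0.05 with a fold change above 2. The number of arrays limits the precision, and the standard errors leave out the error of the universal control pair. In 20 sets of simulated values with no change at 7 months, the same steps called on average 343 genes in SCs and 409 in macrophages against mutant nerve, whereas a fit of the deposited values that holds the universal controls and the array set as a term called 0.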

### Characterization of sorted SCs and macrophages

To verify that the p75^+^ SCs (sorting marker) overlap with Dhh-Cre mediated recombination in SCs but not macrophages, we analyzed tumors from *DhhCre;Nf1fl/fl;b-actin* lox-stop-lox EGFP mice. In these mice, as noted above, EGFP serves as a marker of Cre-mediated recombination. We genotyped FACS sorted p75^+^;EGFP^+^ and p75^+^;EGFP^−^ SCs. p75^+^;EGFP^+^ SCs showed expected Cre-mediated recombination of *Nf1*. p75^+^;EGFP^−^ SCs cells showed recombination in about 25% of alleles, implying that some of these cells also recombine *Nf1*, but do not recombine β-actin to drive EGFP expression (Supplementary Fig. S2a). Therefore, cells analyzed from *Nf1*^*fl/fl*^*;DhhCre* mice are a mixture of wild-type and *Nf*^*-−/−*^ SCs. FACS sorted F4/80^+^;CD11b^+^ macrophages were *Nf1*^*fl/fl*^ wild-type (Supplementary Fig. S2b).

To further validate the identities of the sorted populations, we generated heatmaps from the gene expression data for panels of known SC and macrophage markers. Strongly supporting that the sorted cells are bona fide SCs and macrophages, sorted p75^+^ SC samples display high expression of established SC marker genes (n = 27) and low expression of macrophage marker genes (n = 12); the opposite pattern of expression was seen for F4/80^+^;CD11b^+^ sorted macrophages (Supplementary Fig. S3a,b).

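Sox10, the transcription factor of the SC lineage, was higher in SCs than in macrophages by 1.67 on the log2 scale (adjusted p = 1.77e-09 from limma over the 21 sorted-cell arrays). S100b, a calcium-binding protein of SCs, was higher by 3.59 and Cdh19, a cadherin of the SC lineage, by 4.12. In the other direction, Adgre1, which encodes the F4/80 antigen used for the sort, had a log2 difference of -6.45 (SC minus macrophage, adjusted p = 1.3e-17). Itgam, which encodes CD11b, differed by -4.77 and Csf1r, the CSF1 receptor, by -4.96. Of 32 measured SC marker genes in a list fixed before the data were examined, 28 were higher in SCs at an adjusted p under 0.05 with a fold change above 2, and 28 when adjusted over the list alone. The others were Pmp22 (0.10) and Gfra3 (0.12), which did not pass the test, and Matn4 (0.97) and Ngfr (0.91), which fell short of the fold change. Ngfr encodes p75, the sorting marker. Of 30 macrophage marker genes, 28 were higher in macrophages by the same criteria and 28 when adjusted over the list alone, the exceptions being Mertk, with a log2 difference of 0.50, and Cx3cr1, with -0.70. Array labels s4481 and s4486 occur in both cell types at 7 months, and with this pairing as a block the counts were again 28 and 28.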

### Both neurofibroma SCs and macrophages actively modulate inflammatory gene expression

The *DhhCre* driver causes *Nf1* loss in SCs during embryogenesis^3^. Nevertheless, using fold change >2x and false discovery rate (FDR) q < 0.05 as criteria, no significant DEGs were detected in comparisons of SCs and macrophages from 1-month-old *Nf1*^*fl/fl*^*;DhhCre* nerves to 1-month-old *Nf1*^*fl/fl*^ (wild-type) nerve/DRG SCs and macrophages. 

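No gene was called by limma in SCs of 1-month-old mutant nerve against wild type, where the smallest adjusted p was 0.145 and 1623 of 22180 genes had an unadjusted p under 0.05. In macrophages 0 genes were called and 3663 had an unadjusted p under 0.05. A single gene, Bcas3os2, a non-coding transcript, had an adjusted p of 0.028 there with a log2 fold change of -0.75. Among the cytokines discussed in the paper, Il1b, which encodes interleukin 1 beta, had a log2 fold change of -0.46 (standard error 0.53, adjusted p = 0.868) in mutant SCs. Csf1, the macrophage growth factor, had -0.23 (adjusted p = 0.87). As a group, 44 measured genes induced by type I interferon had a median log2 fold change of -0.58 in macrophages of mutant nerve, with 0 called in either direction, also when adjusted over the list alone (camera adjusted p = 9.73e-13, but adjusted p = 0.678 with an estimated correlation). The 3 wild-type macrophage arrays belong to 1 label batch, the batch named in the array labels, and the 5 arrays of mutant nerve to the other. Label batch and genotype of the mice therefore cannot be told apart in macrophages. On simulated data the SC comparison recovered 80% of 3-fold changes and 2% of 1.5-fold changes, and 78 genes were called in macrophages without wild-type replicate 4. Wild-type replicates 5 and 6, which then remain, carried transcripts of seminal vesicle genes, with mean log2 values of 5.88 and 8.84 against 2.5 in replicate 4.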

We then compared 7-month-old *Nf1*^*fl/fl*^*;DhhCre* (neurofibroma) SCs to either 1-month-old *Nf1*^*fl/fl*^*;DhhCre* nerve SCs or 1-month-old *Nf1*^*fl/fl*^ (wild-type) nerve/DRG SCs to identify DEGs, using the same filtering criteria (Fig. 2a). 

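SCs of 7-month-old neurofibromas differed from wild-type SCs in 1434 genes, 525 higher and 909 lower, and from mutant SCs in 1248 genes, 558 higher and 690 lower. The split depended on the scaling, with 492 higher and 746 lower against wild type and 690 and 543 against mutant SCs when the deposited values were centred on array medians, and 218 and 870, and 204 and 640, when they were quantile normalized. Acod1, the enzyme of activated myeloid cells that makes itaconate, was among the genes with the largest increase over mutant SCs, with a log2 fold change of 3.40 (standard error 0.42, adjusted p = 0.00137). Lyz2, the lysozyme gene of myeloid cells, rose by 3.21 (adjusted p = 0.00777). Cnn1, a calponin of smooth muscle, fell the most among members of its list, with -3.75 (standard error 0.20, adjusted p = 1.97e-05). Tm7sf2, a reductase of cholesterol synthesis, had -2.27 (adjusted p = 0.00311). Both comparisons called 373 genes higher and 519 lower. Simulated values with no change shared 93.2 and 74.3 on average, and independent lists of these sizes would share 13.2 and 28.3. Both comparisons use the same 3 neurofibroma arrays, too few to split between them. With the universal controls and the array set in the fit, 69 genes were called against wild type and 51 against mutant nerve.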

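Neurofibroma macrophages differed from wild-type macrophages in 1380 genes, 731 higher and 649 lower, and from mutant nerve macrophages in 1099 genes, 581 higher and 518 lower. Centring the deposited values on array medians gave 1148 higher and 338 lower against wild type and 640 and 350 against mutant nerve, and quantile normalizing them 344 and 585, and 306 and 469. The mutant nerve macrophage arrays belong to label batch 1 and the neurofibroma and wild-type macrophage arrays to label batch 2, so the comparison with mutant nerve coincides with the label batch, and in a fit of all 6 groups with batch as a term 46 of 123 called named genes lost their call. Oas1g, an antiviral enzyme induced by interferon, rose over mutant nerve with a log2 fold change of 3.56 (standard error 0.25, adjusted p = 9.74e-07). Retnla, a marker of alternative activation, fell with -4.21 (standard error 0.38, adjusted p = 5.38e-06). Lyve1, a receptor of resident tissue macrophages, had -2.55 (adjusted p = 2.09e-06), and Col1a2, a chain of type I collagen, -3.90 (adjusted p = 4.23e-05). Of 32 SC marker genes 12 were lower in neurofibroma macrophages and 0 higher (12 and 0 when adjusted over the list alone, camera adjusted p = 1.03e-04, but adjusted p = 0.536 with an estimated correlation), and against wild type 4 were lower and 0 higher, also over the list alone (camera adjusted p = 0.0139, but adjusted p = 0.737 with an estimated correlation). Of 21 fibroblast marker genes 10 were lower and 1 higher (11 and 1 adjusted over the list alone, camera adjusted p = 0.0019, but adjusted p = 0.536 with an estimated correlation), and against wild type 12 were lower and 0 higher (13 and 0 over the list alone, camera adjusted p = 0.000425, but adjusted p = 0.622 with an estimated correlation). Both comparisons shared 424 higher and 372 lower genes, against means of 118 and 91.5 in simulated values with no change and 19.1 and 15.2 for independent lists. With batch as a term they shared 366 and 272. When the 4 neurofibroma arrays were divided, 2 for each comparison, 354 to 386 higher and 271 to 296 lower genes were shared. The divided arrays had already been corrected, so the error of the universal control pair stays common to both comparisons. The division removes the shared arrays but cannot tell shared changes from that error. With the universal controls in the fit 26 higher and 8 lower genes were shared. The fit that holds the universal controls called 46 and 50 genes.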

Macrophages (7-month-old neurofibroma *Nf1*^*fl/fl*^*;DhhCre* to both 1-month-old groups) were also compared using the same criteria (Fig. 2b). DEGs were detected in both comparisons.

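Of 239 measured genes for cytokines, chemokines, growth factors and their receptors, 21 rose and 6 fell in neurofibroma SCs against mutant SCs. The list was fixed before the data were examined, but after values in the paper's figures had been seen. Adjusted over the list alone, 23 rose and 6 fell. Cxcl2, a chemokine that attracts neutrophils, had a log2 fold change of 2.31 (standard error 0.26, adjusted p = 8.83e-04), and Ccl22, a chemokine for T cells, 2.39 (adjusted p = 0.0172). In macrophages 11 members rose and 15 fell, with the same counts when adjusted over the list alone, but with the deposited values centred on array medians 15 were higher and 9 lower, so the balance depended on the scaling. Ccl24, an eosinophil chemokine, fell with -2.84 (standard error 0.25, adjusted p = 4.50e-06), and Cxcl13, a B cell chemokine, rose with 3.16 (adjusted p = 0.0159). The list was over-represented among the genes called in SCs, with an odds ratio of 2.16 (Fisher's exact test, two-sided, p = 0.000563) against mutant nerve and 1.86 (p = 0.00493 by the same exact test) against wild type. In macrophages the odds ratios were 2.37 (exact p = 0.000216) and 2.36 (exact p = 3.91e-05). In SCs the excess lay among the higher genes, since the odds ratio for lower genes against mutant nerve was 0.80 (exact p = 0.85). Among all genes the list as a whole did not pass camera, with an adjusted p of 0.0557 in SCs and 0.876 in macrophages against mutant nerve. Holding the universal controls in the fit left 3 members called in SCs, all higher (odds ratio 5.8, exact p = 0.0176), and 1 in macrophages (odds ratio 1.88, exact p = 0.419). Without wild-type SC replicate 3 the SC excess over wild type did not pass the test (odds ratio 1.5, exact p = 0.0716), and neither did it without neurofibroma array s4481 (odds ratio 1.52, exact p = 0.0735).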

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses on the DEGs reported “Cytokine-cytokine receptor interaction” as the most enriched pathway in both SCs (Fig. 2c) and macrophages (Fig. 2d). 

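Of 29 measured genes of the inflammasome and NOD-like receptors, which activate inflammatory caspases, 4 were higher and 0 lower in neurofibroma SCs than in mutant SCs (5 and 0 when adjusted over the list alone, camera adjusted p = 0.000267, but adjusted p = 0.128 with an estimated correlation). Of 32 chemokine ligand genes 7 were higher and 0 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.0113, but adjusted p = 0.424 with an estimated correlation), and against wild-type SCs 6 were higher and 2 lower (7 and 2 over the list alone, camera adjusted p = 0.0607). Cxcl16, a chemokine for T cells, had a log2 fold change of 1.54 (standard error 0.28, adjusted p = 0.00658). Of 30 macrophage marker genes 10 were higher and 0 lower in SCs (11 and 0 adjusted over the list alone, camera adjusted p = 3.25e-05, but adjusted p = 0.265 with an estimated correlation). In neurofibroma macrophages the Toll-like receptor list had 5 of 26 members higher and 0 lower, also when adjusted over the list alone (camera adjusted p = 0.0119, but adjusted p = 0.536 with an estimated correlation). Chemokine ligands did not pass camera in macrophages, where 2 were higher and 7 lower (2 and 7 adjusted over the list alone, camera adjusted p = 0.0746), and 3 and 4 with the deposited values centred on array medians. Of 41 lists, camera called 19 in SCs and 14 in macrophages against mutant nerve, and 0 with an estimated correlation in either cell type. The median change of all genes was -0.04 in both cell types, and 0.29 in SCs and 0.23 in macrophages when the deposited values were only centred on array medians. The plot of list medians sets both cell types side by side.

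**Figure D1:**
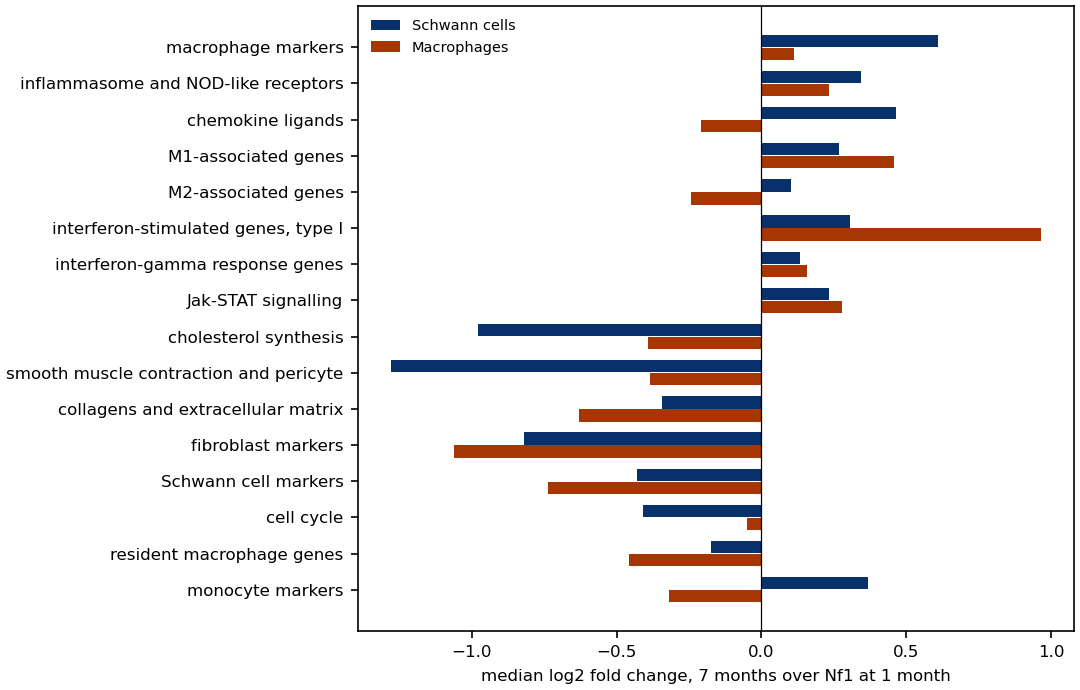
Median log2 fold change of 16 gene lists, 7-month-old neurofibroma over 1-month-old mutant nerve. Each bar is the median over the measured members of a list, in SCs (blue) and macrophages (brown). The lowest bar is that of smooth muscle genes in SCs, at -1.28.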

Additional inflammation-associated pathways were also highly ranked, suggesting that an inflammatory microenvironment distinguishes neurofibromas from normal peripheral nerves.

### Neurofibroma macrophages express both M1 and M2 signature genes

The M1/M2 polarization theory was derived from analysis of the response of macrophages to bacteria and pathogens^16^,^17^ and provides a framework commonly used to describe macrophages in tumors. Although this construct has limitations, in general, tumor-associated macrophages (TAMs) shift their gene expression patterns from a pro-inflammatory M1-like gene expression profile toward an anti-inflammatory M2-like profile^18^. To characterize 7-month-old neurofibroma macrophages (*Nf1* wild-type), we mapped the DEGs from 7-to-1 month comparisons to M1/M2 polarization signature genes collected from published studies^19^,^20^,^21^,^22^ (Fig. 3a and b). 

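Il2ra, the alpha chain of the interleukin 2 receptor, rose in neurofibroma macrophages over mutant nerve macrophages with a log2 fold change of 2.36 (standard error 0.52, adjusted p = 0.00336). Cd86, a co-stimulatory molecule, rose with 1.71 (standard error 0.12, adjusted p = 7.40e-07), and Irf7, a transcription factor of the interferon response, with 1.5 (adjusted p = 0.00783). Cxcl9, a chemokine induced by IFN-γ, fell with -2.98 (adjusted p = 2.74e-04), a call that ended with the deposited values centred on array medians (-0.90, adjusted p = 0.174). Of 45 measured genes of a fixed list associated with M1, 12 were higher and 4 lower, also when adjusted over the list alone (camera adjusted p = 0.0119, but adjusted p = 0.666 with an estimated correlation), and against wild type 10 were higher and 6 lower, also over the list alone (camera adjusted p = 0.169). Of 49 genes associated with M2, 4 were higher and 9 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.13). Mgl2, a lectin of alternatively activated macrophages, fell with -2.53 (standard error 0.17, adjusted p = 6.48e-07). The lists were put together before the data were examined and are not those of the paper. The paper's figures of M1 and M2 genes called in these arrays had been seen by then, so the counts are not blind to them. In the fit with the universal controls 0 genes of the M1 list and 3 of the M2 list were called, the latter Mgl2, Ccl24 and Retnla, all lower.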

Interestingly, 7-month-old neurofibroma macrophages differentially expressed many typical M1-like signature genes and did not clearly fall into M2 sub-populations, suggesting that benign neurofibroma macrophages express an admixture of M1 and M2 genes.

### Neurofibroma macrophage expression profiles are distinct from other relevant macrophage sub-populations

In tumors, macrophages can be derived from local normal tissue and/or recruited from bone marrow monocytes that differentiate into macrophages in the tumor microenvironment. Nerve-resident macrophages, monocytes, inflammatory macrophages, and/or TAMs might be present in neurofibromas. To better characterize the cells, we compared neurofibroma macrophages with normal macrophage/monocyte subgroups (GSE37448) from the Immunological Genome Project (ImmGen, https://www.immgen.org/) and published TAM datasets, including glioma, neuroblastoma, and thymoma TAMs (GSE59047). To visualize the relatedness among sample types, we carried out exploratory factor analysis (EFA)^23^ on gene expression profiles from total DEGs (Fig. 3c), differentially expressed ligand-receptor genes (Fig. 3d), and differentially expressed M1/M2 polarization signature genes (Fig. 3e)^19^,^20^. In these analyses, 7-month-old neurofibroma macrophages separated from 1-month-old macrophages. 

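In principal components of all 22180 genes the first component held 47.7% of the variance of the macrophage arrays. The 4 neurofibroma arrays had scores from 46.0 to 55.6 on it, and the 8 arrays of 1-month-old macrophages from -34.2 to -17.6. SCs separated in the same way, with 46.7% of the variance on the first component. The mean correlation across genes was 0.986 among neurofibroma macrophage arrays, 0.955 with mutant nerve arrays and 0.948 with wild-type arrays. Genes are not independent replicates, and no p was computed. The array set coincides with this separation, and the correction with the universal control pair neither removes a set difference that the pair does not carry nor is free of the pair's own error.

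**Figure D2:**
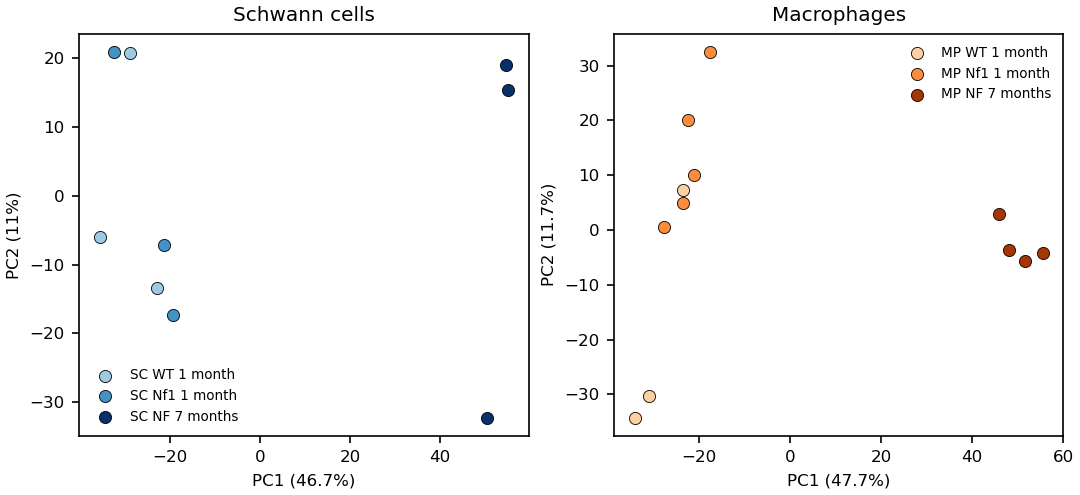
Scores of the sorted-cell arrays on the first 2 principal components, for SCs (left) and macrophages (right). Each point is an array, coloured by group, and the axes give the share of variance. In both panels the 7-month-old arrays lie to the right of all 1-month-old arrays.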

One-month-old macrophages from wild-type and *Nf1*^*fl/fl*^*;DhhCre* mice clustered together, consistent with our inability to identify genes showing significant differential expression between 1-month-old groups. 

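Macrophages of wild-type and mutant nerve at 1 month correlated across genes with a mean r of 0.976, against 0.979 among the wild-type nerve arrays and 0.98 among the mutant nerve arrays. For SCs the values were 0.974 between the genotypes, 0.978 among wild-type arrays and 0.975 among mutant arrays. On the second component, with 11.7% of the variance, wild-type macrophage replicates 5 and 6 had scores of -34.2 and -30.4, while the other 1-month-old arrays lay between 0.62 and 32.5. Replicates 5 and 6 also carried transcripts of seminal vesicle secretion genes, with Svs4 at log2 values of 10.3 and 11.5 against at most 2.67 in the universal controls.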

Importantly, 7-month-old neurofibroma macrophages did not cluster together with previously defined macrophage cell populations. Dendritic cells separated significantly from all of these populations (not shown). This analysis supports the ideas that (1) peripheral nerve macrophages are a distinct cell population, and (2) neurofibroma macrophages differ from resident macrophages and alter gene expression in recruited and/or local cells.

### Neurofibroma SCs express M1/M2 signature genes

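Of the 45 genes of the fixed list associated with M1, 7 were higher and 0 lower in neurofibroma SCs than in mutant SCs (9 and 0 when adjusted over the list alone). The paper's figure of such genes in SCs had been seen when the list was fixed. The list passed camera with an adjusted p of 0.00243, but had an adjusted p of 0.424 with an estimated correlation. Against wild-type SCs 5 were higher and 2 lower, also over the list alone (camera adjusted p = 0.0227, but adjusted p = 0.525 with an estimated correlation). Il1rn, the interleukin 1 receptor antagonist, belongs to the list associated with M2 and rose with a log2 fold change of 1.65 (standard error 0.26, adjusted p = 0.00365). Of the 49 genes of that list 7 were higher and 1 lower, also when adjusted over the list alone (camera adjusted p = 0.0605). The lower gene was Vegfa, a growth factor of blood vessels, with -1.31 (adjusted p = 0.0268), a call that ended with the deposited values centred on array medians (-0.59, adjusted p = 0.217). Retnla and Chil3, which mark alternative activation in macrophages, rose in SCs by 1.26 (standard error 0.16, adjusted p = 0.00172) and 1.13 (standard error 0.29, adjusted p = 0.0264) on the log2 scale, and the call of Chil3 ended with the deposited values centred on array medians (0.68, adjusted p = 0.116). Macrophage markers rose in the same arrays, among them Pf4, a platelet and macrophage chemokine, with 2.66 (standard error 0.31, adjusted p = 0.00115). In the fit with the universal controls 0 members of either list were called in SCs.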

Interestingly, 7-month-old neurofibroma SCs, like macrophages, differentially expressed several M1/M2 signature genes (Fig. 4). Consistent with known alterations in cytokine/chemokine expression and inflammatory mediators after nerve injury, this observation implies an active role of *Nf1*^*−/−*^ SCs in modulating local immune responses^24^,^25^. 

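Il1b lies on chromosome 2 of GRCm38.p6 from 129364569 to 129371164 and encodes interleukin 1 beta, a cytokine that starts inflammation. In SCs its log2 value was 7.10 ± 1.01 (SD, n = 3) in neurofibroma and 4.35 ± 0.30 (SD, n = 3) in mutant nerve, a log2 fold change of 2.75 (standard error 0.53, adjusted p = 0.0087). In macrophages the values were 11.68 ± 0.16 (SD, n = 4) and 10.30 ± 0.44 (SD, n = 5), a log2 fold change of 1.38 (standard error 0.25, adjusted p = 8.62e-04). Ccl5, the chemokine RANTES, rose in SCs with 2.57 (standard error 0.62, adjusted p = 0.0211) and in macrophages with 1.65 (standard error 0.17, adjusted p = 1.90e-05). The change in SCs minus that in macrophages was 1.37 for Il1b (standard error 0.58, adjusted p = 0.254) and 0.92 for Ccl5 (adjusted p = 0.537), so neither difference passed the test. Over all genes this difference was called in 471 genes, in 230 of them toward higher values in SCs and in 241 toward higher values in macrophages, but in 281 genes with batch as a term, 128 and 153, and in 848 with wild type in place of mutant nerve, 251 and 597. On the macrophage side the difference coincides with the label batch. In neurofibroma both genes stood higher in macrophages than in SCs, and 10 of 30 macrophage marker genes rose in the same SC arrays. None of the 4 calls held with the universal controls in the fit, where the adjusted p was 0.297 for Il1b and 0.429 for Ccl5 in SCs, and 0.805 and 0.746 in macrophages.

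**Figure D3:**
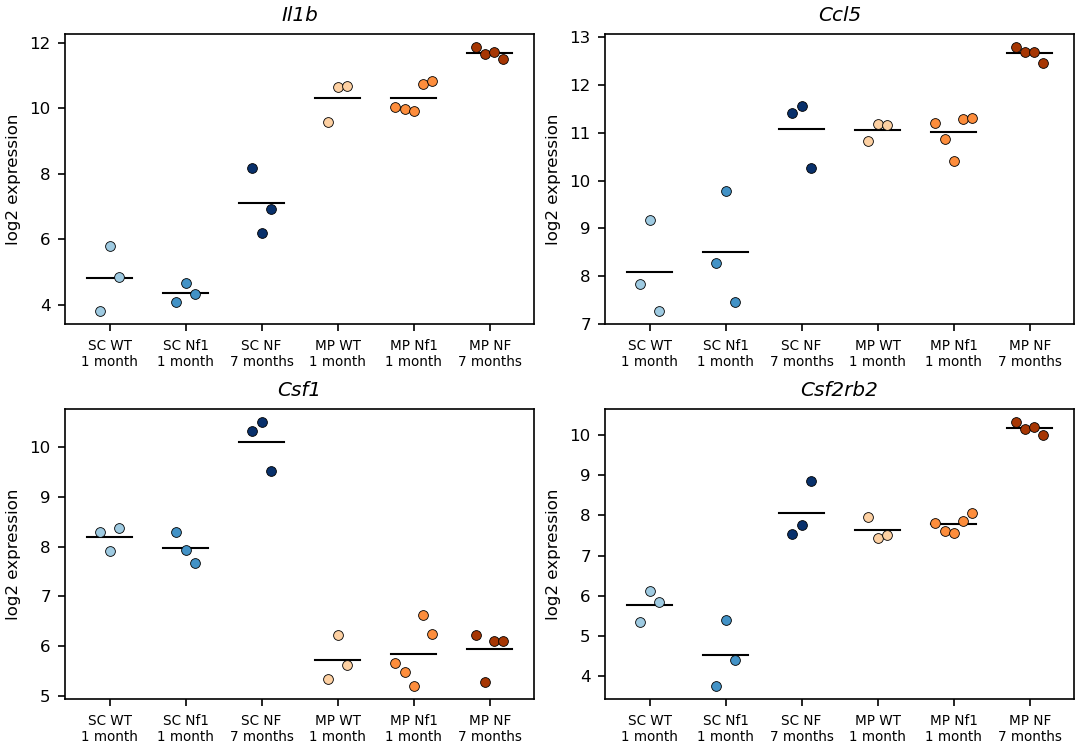
Corrected log2 expression of Il1b, Ccl5, Csf1 and Csf2rb2 in each sorted-cell array, by group. Points are arrays and lines are group means. Il1b has its highest mean, 11.68, in neurofibroma macrophages.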

Two pro-inflammatory genes*, Il1b* and *Ccl5,* were up-regulated both in macrophages and SCs, and their gene expression fold changes were larger in SCs (*Il1b* (6.7x) and *Ccl5* (5.9x)) than in macrophages (*Il1b* (2.6x) and *Ccl5* (3.1x)). SCs in injured nerves secrete IL1B to initiate acute inflammation during the recovery process^26^,^27^,^28^. *Nf1*^*−/−*^ SCs may similarly initiate nerve inflammation by secreting IL1B.

### Ligand-receptor interaction map reveals potential autocrine and/or paracrine cell-cell interactions

Given that neurofibromas can be incited by wounding and tumors behave as wounds that do not heal, we sought factors (e.g. growth factors, chemokines, cytokines, interferons (types-I and -II), and/or interleukins) that might reflect an injury environment, and/or serve as recruitment factors for immune cells. Many secreted factors play critical roles in inflammation, immunosuppression, and cancer growth via autocrine and/or paracrine signaling in diverse settings^29^,^30^,^31^,^32^, but the specific factors that might act in neurofibroma are largely unknown. To visualize possible intra- and inter-cellular interaction interfaces in neurofibromas, we constructed a ligand-receptor interaction map based on well-annotated public data sources. DEGs were assigned to the map (Supplementary Fig. S4). This map predicts autocrine and paracrine regulatory units in the 7-month-old neurofibroma microenvironment.

### Chemokine family

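Ccl5 lies on chromosome 11 of GRCm38.p6 from 83525778 to 83530518. Against wild-type nerve its log2 fold change was 2.99 (standard error 0.62, adjusted p = 0.0104) in SCs and 1.61 (standard error 0.20, adjusted p = 7.80e-05) in macrophages. Its log2 value in neurofibroma was 11.08 ± 0.71 (SD, n = 3) in SCs and 12.67 ± 0.14 (SD, n = 4) in macrophages, where wild-type SCs had 8.09 ± 0.98 (SD, n = 3) and wild-type macrophages 11.06 ± 0.19 (SD, n = 3).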

*Ccl5 (Rantes*) is a macrophage chemoattractant^33^ and was up-regulated both in 7-month-old neurofibroma SCs (6.0x) and macrophages (3.2x). There were no transcriptional changes in its major receptor gene, *Ccr5*, but another CCL5 receptor gene, *Ccr3*, was down-regulated (0.38x). 

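Ccr3, a receptor for CCL5 and for eosinophil chemokines, had a log2 fold change of -1.39 (standard error 0.32, adjusted p = 0.00477) in neurofibroma macrophages over mutant nerve macrophages. Its log2 value fell from 5.28 ± 0.32 (SD, n = 5) to 3.89 ± 0.61 (SD, n = 4). Against wild-type macrophages the log2 fold change was -1.26 (adjusted p = 0.0167). Of 22 chemokine receptor genes 1 was higher and 1 lower in macrophages, with the same counts adjusted over the list alone (camera adjusted p = 0.28). The adjusted p of Ccr3 was 0.618 with the universal controls in the fit.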

The chemokine CCL2 and its receptor CCR2 are also important for macrophage recruitment in some systems. *Ccr2* expression (3.4x) increased in macrophages (Supplementary Fig. S4).

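Ccr2, the CCL2 receptor that recruits monocytes, rose in neurofibroma macrophages with a log2 fold change of 1.75 (standard error 0.20, adjusted p = 3.67e-05) over mutant nerve and 1.77 (adjusted p = 1.15e-04) over wild type. It lies on chromosome 9 of GRCm38.p6 from 124101918 to 124109140, and its log2 value in neurofibroma macrophages was 8.16 ± 0.39 (SD, n = 4). The change in SCs minus that in macrophages was -1.38 (adjusted p = 0.0112). Of 17 monocyte marker genes 2 were higher and 6 lower in neurofibroma macrophages, also when adjusted over the list alone (camera adjusted p = 0.115), and against wild type 1 was higher and 5 lower, also over the list alone (camera adjusted p = 0.0224, but adjusted p = 0.518 with an estimated correlation). For Ccr2 the adjusted p with the universal controls in the fit was 0.13.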

### Interferon family

We found that expression of a type-I interferon (IFN-β) gene is down-regulated and type-II interferon (IFN-γ) gene is up-regulated, so that imbalance between type-I and type-II inteferons might be characteristic of neurofibromas. 

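Of 17 measured type I interferon genes, 1 was lower and 0 higher in neurofibroma macrophages than in mutant nerve macrophages, with the same counts adjusted over the list alone. Their median log2 fold change was -0.38 (camera adjusted p = 0.015, but adjusted p = 0.536 with an estimated correlation), and 0.03 with the deposited values centred on array medians. In SCs 1 of the 17 was lower and 0 higher, also adjusted over the list alone, with a median of -0.18 (camera adjusted p = 0.348) that turned to 0.30 with the centred values. Ifng, the type II interferon gene, lies on chromosome 10 of GRCm38.p6 from 118441046 to 118445894 and had log2 values of 3.51 ± 0.10 (SD, n = 3) in neurofibroma SCs and 3.47 ± 0.10 (SD, n = 4) in neurofibroma macrophages, below the median of 3.7 over all genes and arrays.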

A certain level of negative feedback control between the two types of interferons has been described^34^,^35^. IFN-γ promotes pro-inflammatory responses including full activation of macrophages^36^. 

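Ifna14, a gene of the interferon alpha family, had a log2 fold change of -1.16 (standard error 0.21, adjusted p = 0.00658) in neurofibroma SCs over mutant SCs and of -0.49 (adjusted p = 0.13) over wild-type SCs. Ifnb1, the interferon beta gene, had -1.32 (standard error 0.24, adjusted p = 9.56e-04) in neurofibroma macrophages over mutant nerve and -2.44 (adjusted p = 4.08e-05) over wild type. Its log2 value in macrophages was 8.18 ± 0.62 (SD, n = 4) in neurofibroma and 9.49 ± 0.25 (SD, n = 5) in mutant nerve. In SCs, where its log2 value in neurofibroma was 2.52, the log2 fold change of Ifnb1 over mutant SCs was 0.64 (adjusted p = 0.268). With the deposited values centred on array medians Ifna14 had -0.37 (adjusted p = 0.245), which ended the call, and Ifnb1 in macrophages -0.89 (adjusted p = 0.0122), below the fold change of 2. Neither gene was called with the universal controls in the fit, where the adjusted p was 0.618 for Ifna14 and 0.666 for Ifnb1.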

*Ifna14* and *Ifnb1* were down-regulated in SCs (0.45x) and macrophages (0.40x) respectively. *Ifnb1* was also slightly down-regulated both in 1-month-old *Nf1*^*−/−*^ SCs and 1-month-old *Nf*^+*/*+^ macrophages from *Nf1*^*fl/fl*^*;DhhCre* mice compared to their wild-type controls, suggesting that levels of IFN-β mRNA might be reduced even in early stages of neurofibroma growth. 

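At 1 month the log2 fold change of Ifnb1 in mutant against wild type was -1.62 in SCs (standard error 0.38, adjusted p = 0.663) and -1.12 in macrophages (standard error 0.26, adjusted p = 0.0915). Neither passed the test. The log2 values in SCs were 3.50 ± 0.87 (SD, n = 3) in wild type and 1.88 ± 0.10 (SD, n = 3) in mutant, and in macrophages 10.62 ± 0.24 (SD, n = 3) and 9.49 ± 0.25 (SD, n = 5). The mutant SC value lies under the first quartile of all genes, 2.72, so the size of the SC difference is not a measured one. The macrophage arrays of wild-type and mutant nerve come from different label batches.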

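Ifngr1, the ligand-binding chain of the IFN-γ receptor, had a log2 fold change of 0.98 (standard error 0.12, adjusted p = 7.14e-05) in neurofibroma macrophages over mutant nerve, just under the fold change of 2, and of 1.24 (adjusted p = 4.72e-05) over wild type. In SCs it had 0.37 (adjusted p = 0.268). Ifng had log2 fold changes of 0.73 (standard error 0.14, adjusted p = 0.00829) in SCs and 0.77 (standard error 0.09, adjusted p = 3.95e-05) in macrophages, both below the fold change of 2. With the deposited values centred on array medians those of Ifng were 0.14 (adjusted p = 0.509) and 0.17 (adjusted p = 0.169), and no longer passed the test. Of 36 genes of the IFN-γ response, 5 were higher and 0 lower in SCs (camera adjusted p = 0.0254, but adjusted p = 0.494 with an estimated correlation) and 4 higher and 1 lower in macrophages (camera adjusted p = 0.117), with the same counts adjusted over the list alone. Against wild type the list did not pass camera, with 3 higher and 2 lower in SCs (median -0.03, camera adjusted p = 0.819, the same counts over the list alone) and 2 higher and 2 lower in macrophages (2 and 3 over the list alone, camera adjusted p = 0.875).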

*Ifngr1* was up-regulated in macrophages (2.0x) while its ligand gene *Ifng* was slightly up-regulated both in SCs (1.7x) and macrophages (1.7x), suggesting possible feedback autocrine and/or paracrine signaling between type-I and type-II interferons.

### Interleukins

Interleukin 1 beta (IL1B) is activated by CASP1-mediated cleavage and plays key roles in inflammatory responses, including recruitment of macrophages^37^. 

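Against wild-type nerve the log2 fold change of Il1b was 2.29 (standard error 0.53, adjusted p = 0.0166) in SCs and 1.38 (standard error 0.28, adjusted p = 0.00229) in macrophages. Il1r1, its signalling receptor, lies on chromosome 1 of GRCm38.p6 from 40222480 to 40316201 and had log2 values of 8.93 ± 0.37 (SD, n = 3) in neurofibroma SCs and 8.53 ± 0.44 (SD, n = 3) in mutant SCs, a log2 fold change of 0.41 (adjusted p = 0.296). In macrophages Il1r1 had a log2 fold change of 0.60 (adjusted p = 0.00474), below the fold change of 2.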

*Il1b* was up-regulated both in SCs (6.7x) and macrophages (2.6x); its receptor gene (*Il1r1*) was not differentially expressed. Human plexiform neurofibroma SCs also show up-regulated *IL1B* gene expression (GSE14038), supporting the relevance of this observation.

### Other cytokines and growth factors

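Kitl, the ligand of the KIT receptor on mast cells, had log2 values of 8.57 ± 0.05 (SD, n = 3) in neurofibroma SCs and 7.11 ± 0.29 (SD, n = 3) in mutant SCs, a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.00429). Tgfb1, a cytokine of matrix production and immune control, rose with 1.3 (standard error 0.19, adjusted p = 0.00261), and Btc, a ligand of the EGF receptor, with 1.73 (standard error 0.28, adjusted p = 0.00373). Against wild-type SCs the log2 fold changes were 1.42 (adjusted p = 0.00438) for Kitl, 1.41 (adjusted p = 0.00161) for Tgfb1 and 2.76 (adjusted p = 5.36e-04) for Btc. The change in SCs minus that in macrophages was 1.85 for Btc (adjusted p = 0.00925) and 0.98 for Tgfb1 (adjusted p = 0.01). The fit with the universal controls gave an adjusted p of 0.354 for Kitl, 0.104 for Tgfb1 and 0.354 for Btc.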

Up-regulation of *Kitl*^9^, *Tgfb1*^38^, and *Btc*^39^ has been described previously in *Nf1*-related tumorigenesis, and we confirmed up-regulation of mRNAs encoding these ligands in our analysis of SCs (*Kitl* (2.8x), *Tgfb1* (2.2x), and *Btc* (betacellulin, 3.3x). We also identified significant increases in genes not previously studied in neurofibroma. 

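Csf1, which drives macrophage growth and differentiation, lies on chromosome 3 of GRCm38.p6 from 107741048 to 107760469 and rose in neurofibroma SCs over mutant SCs with a log2 fold change of 2.15 (standard error 0.27, adjusted p = 0.00137). Lif, a cytokine of the interleukin 6 family, rose with 2.30 (standard error 0.28, adjusted p = 0.00135), and Inhba, which encodes the activin A subunit, with 3.07 (standard error 0.22, adjusted p = 8.44e-05). Vegfa rose in macrophages with 1.70 (standard error 0.27, adjusted p = 3.97e-04). Tgfb3, a ligand of the TGF-β family, had 1.16 (standard error 0.18, adjusted p = 3.28e-04) in macrophages and 0.47 (standard error 0.26, adjusted p = 0.244) in SCs, where it did not pass the test. The change in SCs exceeded that in macrophages by 2.06 for Csf1 (adjusted p = 0.0122), 1.85 for Lif (adjusted p = 0.0382) and 3.46 for Inhba (adjusted p = 0.00327). None of these calls held with the universal controls in the fit, which gave adjusted p values of 0.267 for Csf1, 0.274 for Lif, 0.267 for Inhba, 0.52 for Vegfa and 0.512 for Tgfb3 in macrophages. With the deposited values centred on array medians Tgfb3 in macrophages had 0.81 (adjusted p = 0.00555), below the fold change of 2.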

*Csf1* (4.4x), a macrophage differentiation factor, *Lif* (4.9x), and *Inhba* (8.4x) were up-regulated in SCs; *Vegfa* in macrophages (3.3x); *Tgfb3* was up-regulated in both cell types (2.2x). *Clcf1* was also increased in SCs (2.3x) and macrophages (3.2x). 

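Clcf1, a cytokine of the interleukin 6 family, had log2 fold changes of 1.2 (standard error 0.27, adjusted p = 0.0173) in SCs and 1.69 (standard error 0.18, adjusted p = 2.01e-05) in macrophages. Its log2 values in neurofibroma were 6.82 ± 0.36 (SD, n = 3) in SCs and 6.56 ± 0.26 (SD, n = 4) in macrophages. With the deposited values centred on array medians the call ended in SCs (0.30, adjusted p = 0.454), and in macrophages the log2 fold change of 0.79 (adjusted p = 0.00611) lay below the fold change of 2. Neither call held with the universal controls in the fit (adjusted p = 0.497 and 0.221).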

To guide future studies, we determined which, if any, of the cytokines and growth factors increased in 7-month-old mouse neurofibroma SCs also showed increased expression in human plexiform neurofibroma SCs compared to normal human SCs (green boxes in Supplementary Fig. S4, published dataset^40^). *Inhba, Cxcl2, Il1b, Clcf1, Lif*, and *Ccl5* were up-regulated in human neurofibroma SCs, and may justify further study.

Several mouse receptors showed altered expression. As noted above, *Clcf1* expression increased in SCs and macrophages. Expression of the CLCF1 receptor gene *Cntfr* (0.25x) is down-regulated in SCs, suggesting possible compensation. 

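Cntfr, the ligand-binding chain of the CNTF receptor, had log2 values of 5.33 ± 0.83 (SD, n = 3) in neurofibroma SCs, 7.30 ± 0.95 (SD, n = 3) in mutant SCs and 8.17 ± 0.29 (SD, n = 3) in wild-type SCs. The log2 fold change was -1.97 (standard error 0.48, adjusted p = 0.0217) over mutant SCs and -2.84 (adjusted p = 0.00417) over wild-type SCs. Cntfr lies on chromosome 4 of GRCm38.p6 from 41657498 to 41697091, and its adjusted p with the universal controls in the fit was 0.536.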

CLCF1 competes with CNTF for binding to and activation of IL6ST (GP130) in complex with CNTFR. 

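Csf2rb2 lies on chromosome 15 of GRCm38.p6 from 78282507 to 78305721. In SCs its log2 value was 8.05 ± 0.71 (SD, n = 3) in neurofibroma and 4.52 ± 0.83 (SD, n = 3) in mutant nerve, a log2 fold change of 3.53 (standard error 0.43, adjusted p = 0.00137), and in macrophages it rose with 2.39 (standard error 0.14, adjusted p = 1.64e-07). Against wild type the log2 fold changes were 2.29 (adjusted p = 0.00684) in SCs and 2.53 (adjusted p = 6.80e-07) in macrophages. The SC call held with the universal controls in the fit (adjusted p = 0.0263), and the macrophage call did not (adjusted p = 0.153). With the deposited values centred on array medians Csf2rb2 in macrophages had 0.98 (adjusted p = 4.82e-04), just below the fold change of 2.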

*Csf2rb2*, encoding the β subunit common to the IL3, IL5 and CSF2 receptors, was up-regulated both in SCs (11.5x) and macrophages (5.2x). This is of interest given the hyper-reponse of hematopoeietic cells lacking *Nf1* to CSF2. The GDF5/BMP7 receptor gene *Bmpr1b* (2x) and the leptin receptor gene *Lepr* were down-regulated in SCs (2.8x) and macrophages (2.5x).

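Bmpr1b, a type I receptor for BMPs and GDF5, had a log2 fold change of 1.06 (standard error 0.15, adjusted p = 0.00247) in neurofibroma SCs over mutant SCs. Lepr, the leptin receptor gene, had 1.5 (standard error 0.31, adjusted p = 0.0106) in SCs and 1.3 (standard error 0.15, adjusted p = 4.48e-05) in macrophages. The log2 values of Bmpr1b were 2.78 ± 0.20 (SD, n = 3) in neurofibroma SCs and 1.73 ± 0.07 (SD, n = 3) in mutant SCs, and those of Lepr in macrophages 3.63 ± 0.26 (SD, n = 4) and 2.33 ± 0.18 (SD, n = 5), all under the median of all genes. For Bmpr1b in SCs and Lepr in macrophages the sign depended on the scaling, since with the deposited values centred on array medians Lepr in macrophages had -0.12 and with quantile normalized deposited values Bmpr1b in SCs had -0.06. Lepr in SCs kept its sign, with 0.087 (adjusted p = 0.87) and 0.045 (adjusted p = 0.95) in these values, but was not called in either. The fit with the universal controls gave adjusted p values of 0.0946 for Bmpr1b, and 0.312 in SCs and 0.429 in macrophages for Lepr.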

### Predicted autocrine and paracrine regulations

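The first quartile of the corrected log2 values, over 22180 genes and the 21 sorted-cell arrays, was 2.72, the median 3.7 and the third quartile 5.41. Of 37 ligand and receptor genes, not all of them named in the paper's text, 35 had a mean above this first quartile in neurofibroma SCs. In neurofibroma macrophages 35 did. Ccr3 and Ifnb1 lay below it in SCs, at 2.37 and 2.52. In macrophages Csf2, the GM-CSF gene, at 2.60 and Bmpr1b at 2.67 lay below it. The paper's cutoff was about 3.1, and at that value Bmpr1b in SCs, at 2.78, would lie below as well. In the deposited values the first quartile was 2.65.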

Although the absolute abundance of each mRNA cannot be precisely deduced from gene microarray data only, we used the first quartile (the lowest 25% data points, ~3.1) of overall gene expression intensity as a cutoff to predict absence of gene expression and exclusion from the analysis. Probable autocrine or paracrine regulatory units likely to exist in the 7-month-old neurofibroma microenvironment were then extracted from the ligand-receptor interaction map. This information, together with the increased or decreased expression level of a ligand and/or its corresponding receptor gene in 7-month-old SCs and/or macrophages, predicted several paracrine (Fig. 5a–c) and autocrine (Fig. 5d,e) interactions. 

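Among ligands above the first quartile in neurofibroma, Cxcl2 had mean log2 values of 10.6 in SCs and 11.6 in macrophages, and Cxcl16 of 8.33 and 10.3. Osm, a cytokine of the interleukin 6 family, had 7.15 in macrophages and 4.23 in SCs, and its receptor gene Osmr 9.39 in SCs and 4.22 in macrophages. Kdr and Flt1, the receptors of VEGFA, had 6.27 and 7.5 in SCs. Il6st, the shared receptor chain GP130, had 10.8 in SCs and 8.98 in macrophages. Cxcr6, the receptor of CXCL16, had 3.49 in SCs and 4.9 in macrophages, and Cxcr3, the receptor of interferon-induced chemokines, 3.38 and 3.43. From such levels, joined with the direction of change, the paper predicts ligand and receptor pairs within and between both cell types.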

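Csf1 had a mean log2 value of 10.11 ± 0.53 (SD, n = 3) in neurofibroma SCs and 5.93 ± 0.43 (SD, n = 4) in neurofibroma macrophages. Its receptor gene Csf1r had 9.05 ± 0.23 (SD, n = 4) in macrophages and 4.18 ± 0.35 (SD, n = 3) in SCs. Csf1r did not pass the test in either cell type, with log2 fold changes over mutant nerve of 0.07 (adjusted p = 0.686) in macrophages and 0.24 (adjusted p = 0.483) in SCs. Csf1 had 0.09 (adjusted p = 0.835) in macrophages. Against wild-type SCs the log2 fold change of Csf1 in neurofibroma SCs was 1.92 (adjusted p = 0.00182).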

Autocrine (SC) and paracrine (SC → macrophage) *Csf1*-*Csf1r* interactions suggest a role for 7-month-old neurofibroma SCs in recruiting/polarizing macrophages within tumor microenvironment. Importantly, autocrine (SC and macrophage) and bi-directional paracrine (SC → macrophage, and macrophage → SC). 

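Ifngr2, the signalling chain of the IFN-γ receptor, had mean log2 values of 7.25 ± 0.19 (SD, n = 3) in neurofibroma SCs and 9.16 ± 0.05 (SD, n = 4) in neurofibroma macrophages, and Ifngr1 7.12 ± 0.36 (SD, n = 3) and 8.27 ± 0.14 (SD, n = 4). The log2 fold change of Ifngr2 over mutant nerve was 0.62 (standard error 0.09, adjusted p = 2.23e-04) in macrophages, below the fold change of 2, and 0.20 (adjusted p = 0.417) in SCs. Against wild type the log2 fold change of Ifng was 0.87 (adjusted p = 0.00342) in SCs and 0.71 (adjusted p = 2.26e-04) in macrophages, again below the fold change of 2.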

*Ifng-Ifngr1/2* signals were also predicted (Fig. 5f) and are discussed in more detail below.

To verify that direct interaction can occur between neurofibroma SCs and macrophages, we performed a macrophage migration assay using SC secreted factors. FACS sorted mouse neurofibroma SCs were briefly cultured, and their conditioned medium was collected. This conditioned medium significantly increased migration of bone marrow derived macrophages (p < 0.009), as compared to wild-type SC conditioned medium, supporting an active role for neurofibroma SC in macrophage accumulation in neurofibromas (Fig. 6a–c). Since CSF1 is a known macrophage chemoattractant and an interaction between CSF1 and is receptor CSF1R (FMS/CD115) was identified in our microarray data analysis (Fig. 5c), we tested if an anti-CSF1 function-blocking antibody might reduce macrophage migration stimulated by neurofibroma SC conditioned medium. Indeed, in 3 experiments a significant decrease was observed (Fig. 6d–f, p < 0.036). Thus, neurofibroma SCs secrete cytokines, including CSF1 that facilitate macrophage migration.

### Transcriptional changes in neurofibroma resemble early stages after sciatic nerve injury

Following crush injury to axons and their associated SCs, P-ERK, a readout of active RAS-GTP signaling, is induced in SCs and persists for 3–5 days^41^. Myelin gene expression, a read-out of SC differentiation, is reduced by day 3 after crush injury. By day 3, macrophages invade the nerve, and proliferation markers such as histone H3 are induced. The expression of *Vegfa* is increased by day 4. Axonal regrowth and re-expression of myelin RNAs begin at day 12.

To test the hypothesis that neurofibroma resembles wounded nerve, we investigated the differential gene expression profiles of mouse and human neurofibroma (compared to normal nerve of each species^42^) to those of 1, 4, 7, and 14 days after rat sciatic nerve injury^43^. DEGs were selected using fold change >3x and FDR q < 0.05 cutoffs from both datasets. Mouse neurofibroma DEGs maximally overlapped with DEGs from day 4 after nerve injury (Supplementary Table S1 and Supplementary Fig. S5), consistent with the hypothesis that neurofibroma resembles early stages after sciatic nerve injury, with injury that fails to resolve. For example, *Ccl5* expression is up-regulated only at day 4 after nerve injury (4.21x), yet expression persists in neurofibroma (4.56x). *Ccl2* expression is up-regulated >80-fold on day 1 after nerve injury, decreasing to 6-fold at days 7 and 14, and remains up-regulated in neurofibroma (2.39x). This finding is consistent with studies of nerves of Raf-ER transgenic mice, in which high levels of P-ERK activation are sustained, and 30.23x elevated levels of *Ccl2* reported^11^.

### Inter- and intra-cellular networks identify inflammation-related regulatory modules

The gene/protein network analyses based on the modified NetWalk algorithm^44^ also detected plausible intra- and inter-cellular interactions between 7-month-old neurofibroma SCs and 7-month-old neurofibroma macrophages. Figure 7a displays interactions dominated by metabolic interactions, and immune-related genes and their interactions (red boxes). Three immune- and inflammation-related modules were identified using additional gene set enrichment analysis (Fig. 7a). Two network modules centered on *Ifng* and *Il1b* were re-plotted after extending the networks (Fig. 7b and c).

### Interferons and activated IL1B may promote chronic inflammation in neurofibroma

To test if IFN-γ in neurofibromas might be active, we compared DEGs with identified interferon target genes (http://interferome.org) expressed in peripheral nerve data sets (Fig. 7d). These genes may not be specific for IFN-γ activation; many are targets of both IFN-γ and IFN-α/β in different contexts. Predicted interferon-regulated genes (IRG) were expressed in neurofibroma SCs and macrophages, and differed between the two cell types. Thus IFN-γ may have different downstream effects on gene expression in neurofibroma SCs and neurofibroma macrophages.

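Gbp5, a guanylate-binding protein induced by IFN-γ, rose in neurofibroma SCs over mutant SCs with a log2 fold change of 2.57 (standard error 0.29, adjusted p = 9.89e-04), and Cd274, which encodes PD-L1, with 1.46 (adjusted p = 0.0213). In macrophages Bst2, which tethers virus particles, rose with 2.68 (standard error 0.28, adjusted p = 2.12e-05) and Fcgr1, the high-affinity receptor for IgG, with 2.10 (standard error 0.20, adjusted p = 8.43e-06). Of 44 genes induced by type I interferon 21 rose and 0 fell in macrophages, also when adjusted over the list alone (camera adjusted p = 1.05e-11, but adjusted p = 0.536 with an estimated correlation). Against wild-type macrophages 6 were higher and 2 lower, also over the list alone (median 0.43 against 0.97 over mutant nerve, camera adjusted p = 0.0036, but adjusted p = 0.787 with an estimated correlation), and the mutant nerve arrays, all of label batch 1, had a median of -0.58 against wild type. In SCs 7 of them rose and 1 fell (8 and 1 adjusted over the list alone, camera adjusted p = 0.00243, but adjusted p = 0.51 with an estimated correlation), and against wild-type SCs 4 were higher and 1 lower (5 and 1 over the list alone, camera adjusted p = 0.207). The SC change minus the macrophage change was tested per gene, and was -1.53 for Oas1g (adjusted p = 0.0194), 1.57 for Gbp5 (adjusted p = 0.104) and -1.23 for Bst2 (adjusted p = 0.163). Oas1g was the 1 gene of the type I list called in macrophages with the universal controls in the fit, and 0 were called in SCs. The call of Cd274 in SCs ended with the deposited values centred on array medians (0.92, adjusted p = 0.0885).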

Eight pro-inflammatory cytokine mRNAs over-expressed in 7-month-old SCs or macrophages were evaluated for protein expression in mouse neurofibroma tumors, as compared to WT sciatic nerve lysates (Fig. 8a). These included IFN-γ, and its predicted target CSF1. Of note, IL1B and CASP1, the proteinase necessary for cleavage and thus activation of IL1B, were also detected in neurofibroma lysates. To test the idea that imbalance between type-I and type-II inteferons is relevant to inflammation in neurofibromas, we took advantage of the knowledge that IFN-α treatment can reduce IFN-γ levels. We administered PEGylated (stabilized) IFN-α2b to neurofibroma-bearing mice *Nf1*^*fl/fl*^*;DhhCre* mice for 8 weeks (7 to 9 months of age). In this paradigm, MEK inhibition shrinks 75% of neurofibromas, while PEGylated IFN-α2b does not shrink tumors significantly (not shown). IFN-α2b was administered at 10,000 IU weekly, by subcutaneous injection^45^. One day after the last dose, we dissected neurofibromas and measured the relative levels of inflammatory cytokines in neurofibroma lysates. This treatment reduced levels of IFN-γ, IL1B, and CSF1 to, or close to, levels present in wild-type nerve (Fig. 8a). These data suggest that, as predicted by our *in silico* analysis, neurofibroma inflammation can be modulated in an interferon-dependent manner (Fig. 8b,c). Inflammation increases in aged wild-type mice^46^. To exclude the possibility that 7-month-old wild-type mice show increased expression of the inflammatory markers identified in neurofibromas and might account for our findings, we performed qRT-PCR. We chose 5 over-expressed protein genes (*Ccl5, Ccl2, Ccl12, Csf1* and *Il1b*) in Fig. 8a, and monitored their relative mRNA expression in FACS-sorted primary mouse SCs and macrophages in 1-month-old and 7-month-old wild-type mice. Student’s t-tests (p < 0.05) revealed that there was no significant difference in mRNA expression in any of these genes at these time points. *Il1b* was not detectable at either age (Supplementary Fig. S6). Therefore, neurofibroma SCs and macrophages up-regulate inflammatory genes that are not upregulated in wild-type mice at this age.

## Discussion

We describe potential neurofibroma SC-macrophage molecular interactions based on cell type-specific transcriptome analyses. Our findings support the notion that neurofibroma SCs, some of which are *Nf1*^*−/−*^, promote a tumor microenvironment characterized by chronic inflammation, leading to altered gene expression in wild-type stromal cells, including macrophages. Our analysis reveals that neurofibroma SCs and macrophages both progressively adopt pro-inflammatory states during tumor progression, and that nerve and tumor macrophages differ from each other and from previously defined monocyte and macrophage populations. Finally, we find that neurofibroma SCs secrete macrophage chemoattractants including CSF1 and that neurofibromas contain increased levels of numerous additional chemokines, cytokines, and growth factors, including IFN-γ.

We used CD11b^+^ and F4/80^+^ as markers for macrophages in cell sorting, because in tissue sections, 30% of neurofibroma cells express these macrophage markers^14^. We confirmed expression of an additional 12 macrophage marker genes using cluster analysis. It is possible, however, that our macrophage gene expression profiles do not represent all neurofibroma macrophages. For example, rare CD11c^+^ cells are present in neurofibroma and may not be represented^14^. In addition, macrophages are highly plastic cells, and we cannot exclude the possibility that sample processing for FACS altered gene expression patterns. Finally, it remains to be determined if our gene expression profiles are reflective not of a mixed M1/M2 profile but rather of subsets of a larger population. Genes we identified as expressed should enable tests of this hypothesis.

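Fabp7, a fatty acid binding protein of immature SCs and satellite cells, had log2 values of 11.25 ± 0.11 (SD, n = 3) in wild-type SCs, 11.19 ± 0.26 (SD, n = 3) in mutant SCs and 8.74 ± 0.98 (SD, n = 3) in neurofibroma SCs. It fell in neurofibroma with a log2 fold change of -2.46 (standard error 0.38, adjusted p = 0.00345) over mutant SCs. Sox10 had 5.49 ± 0.52 (SD, n = 3) in neurofibroma SCs, with a log2 fold change of -0.38 (adjusted p = 0.325), and Erbb3, the neuregulin receptor, 5.76 ± 0.62 (SD, n = 3), with -0.17 (adjusted p = 0.722). Ngfr, the gene of the sorting marker p75, had a log2 fold change of -0.12 (adjusted p = 0.826). Of 32 SC marker genes 3 were lower and 0 higher in neurofibroma SCs, also when adjusted over the list alone (camera adjusted p = 0.129). Against wild-type SCs 7 were lower and 0 higher, also over the list alone (median -0.57, camera adjusted p = 0.0589). The adjusted p of Fabp7 was 0.538 with the universal controls in the fit.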

We used p75^+^ cells to sort SCs, and confirmed that the sorted cells express the SC lineage marker *Sox10*, the immature SC/satellite cell marker *Fabp7*, the SC neuregulin receptor *Erbb3*, and the SC myelin markers *Mbp* and *Mag*, among others (Supplementary Fig. S3). We also confirmed that neurofibroma SCs are *Nf1*^*−/−*^ mutant in the *Nf1*^*fl/fl*^*;DhhCre* mouse model, while macrophages are wild-type. P75/Ngfr can label T-cells, but T-cells were excluded from our analysis using light scatter parameters defining cell size along with differences in p75 expression level. Fibroblasts can also express p75 in mouse, but at lower levels than SCs, and the p75^+^ cells we sort are EGFR-negative; fibroblasts express EGFR. We also used p75 to exclude myelinating SCs, which are p75 negative, and thereby obtain p75^+^ Remak bundle SCs and tumor SCs. While cells did express *Mbp* and *Mag*, these may be present at low levels in tumor cells and/or represent contribution of rare myelinating cells. 

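Mbp, which encodes myelin basic protein, had log2 values of 7.98 ± 0.60 (SD, n = 3) in neurofibroma SCs, 7.40 ± 0.13 (SD, n = 3) in mutant SCs and 7.43 ± 0.15 (SD, n = 3) in wild-type SCs. Mag, an adhesion protein of myelin, had 3.65 ± 0.84 (SD, n = 3), 4.37 ± 0.27 (SD, n = 3) and 4.77 ± 0.17 (SD, n = 3). Neither passed the test against mutant SCs, with log2 fold changes of 0.58 (adjusted p = 0.145) for Mbp and -0.72 (adjusted p = 0.177) for Mag. Of 26 genes of myelin and myelinating SCs 1 was higher and 0 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.401). Against wild-type SCs 1 was higher and 6 lower (1 and 7 over the list alone, median -0.67, camera adjusted p = 0.0231, but adjusted p = 0.525 with an estimated correlation). With the deposited values centred on array medians Mbp was called higher (1.05, adjusted p = 0.023).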

In either case, major contributions of myelinating SCs to the tumor phenotype have been missed in this analysis.

It will be of interest to further characterize and sort tumor SCs and macrophages. We chose two time-points (1 and 7 months) at which to compare gene expression changes because at one month of age, nerve maturation is largely complete. SC myelination is complete, as is Remak bundle formation. Inflammation is known to increase in aged mice (9–15 month old)^46^, and additional age-matched samples may provide additional information. However, we did not detect statistical differences in gene expression between 1- and 7-month-old SCs, or macrophages, in wild-type mouse nerve/DRG (Supplementary Fig. S6a,b) that might account for the increased expression of inflammation-related cytokines and chemokines in neurofibromas.

In addition, it will be important to demonstrate directly that neurofibroma macrophages affect neurofibroma SCs. This may be difficult, given problems in obtaining sufficient neurofibroma macrophages for culture and because macrophages are highly plastic and will alter their phenotypes rapidly upon culture. As a tumor cell’s gene expression profile can be changed dynamically by extracellular signals and stresses, a more detailed time-series analysis should identify changes that occur dynamically in neurofibroma initiation and maintenance, using markers that are validated from the expression analysis. Also, neurofibroma SCs, macrophages, fibroblasts, endothelial cells, and mast cells can contribute to intercellular interactions in the tumor microenvironment, so the cells we sorted are not the only potential sources of signaling molecules in neurofibromas. For example, although type-I interferons are secreted at low levels by most cells, hematopoietic cells, especially plasmacytoid dendritic cells, are a major source of IFN-α, and fibroblasts a major source of IFN-β^47^. It will be worth testing if neurofibroma fibroblasts produce IFN-β, potentially increasing overall levels of type-I interferon in neurofibroma. Furthermore, IFN-γ is generally produced by T-cells, which are rare in neurofibroma; it will be important to test which cells make this factor.

Our gene expression data suggested the possibility that prolonged reduction of IFN-α/β in neurofibroma leads to the expression of IFN-γ and its target genes *Csf1, Lif, Irf1*, and *Casp1* in SCs, possibly contributing to the recruitment and maturation of macrophages. We were able to verify that CSF1 protein is present in neurofibroma lysates, is present in neurofibroma SC medium, and can recruit macrophages. This result is consistent with the finding that blocking the Csf1r decreases macrophage number in the *Nf1^fl/fl^;DhhCre* neurofibroma model^14^ and extends it by showing that at least some neurofibroma CSF1 is made by neurofibroma SCs themselves. We were also able to verify that IFN-γ is increased over wild- type levels in neurofibroma lysates, and Park *et al*.^48^. detected increased levels of IFN-γ in serum from NF1 patients. Low levels of type-I interferon present in neurofibroma might permit pro-inflammatory cytokine protein expression during neurofibroma growth. *Casp1*, a downstream target of IFN-γ^49^ was increased (3.6x); CASP1 protein cleaves pro-IL1B, thereby activating it^50^. 

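Casp1 lies on chromosome 9 of GRCm38.p6 from 5298517 to 5307281. In SCs its log2 value was 6.57 ± 0.22 (SD, n = 3) in neurofibroma, 4.72 ± 0.38 (SD, n = 3) in mutant nerve and 5.37 ± 0.15 (SD, n = 3) in wild type. The log2 fold change was 1.86 (standard error 0.20, adjusted p = 8.70e-04) over mutant SCs and 1.21 (adjusted p = 0.00417) over wild-type SCs. The change in SCs exceeded that in macrophages by 1.24 (adjusted p = 0.0025). The SC call held with the universal controls in the fit (adjusted p = 0.0182).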

IRF1, a key target of interferon, indirectly increases *Il1b* gene expression^51^. SCs differentially express *Irf1* (2.1x), possibly explaining up-regulation of *Il1b* (6.7x) in SCs. This notion is consistent with our finding that PEGylated interferon-alpha-2b (PEG-IFN-α2b) treatment resulted in the decrease of 8 cytokines, including mature IL1B protein, because type-1 interferon can inhibit *Il1b* production^52^. 

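Irf1, a transcription factor induced by interferon, had log2 values of 6.78 ± 0.29 (SD, n = 3) in neurofibroma SCs, 5.7 ± 0.33 (SD, n = 3) in mutant SCs and 6.25 ± 0.28 (SD, n = 3) in wild-type SCs. The log2 fold change was 1.08 (standard error 0.22, adjusted p = 0.0105) over mutant SCs, and 0.54 (adjusted p = 0.121) over wild-type SCs, where it did not pass the test. For Irf1 the adjusted p with the universal controls in the fit was 0.596.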

Of note, in a Phase II trial, PEGylated IFN-α2b caused a significant slowdown of neurofibroma growth in some individuals^53^. Our analysis in mice is consistent with and provides a biochemical context for the human studies.

There are similarities between nerve injury, which is followed by recovery of function, and neurofibroma formation. Early after nerve injury SCs express pro-inflammatory cytokines and chemokines, followed by IL1B secretion from SCs. Subsequently, infiltrating macrophages express pro-inflammatory cytokines. Thus, SCs appear to take a leading role in inducing inflammation early after nerve injury, and in neurofibroma. However, we also identify substantial differences between the nerve injury/recovery process and neurofibroma. For example, after peripheral nerve injury Toll-like receptor 2 (TLR2) contributes to chemokine gene expression and macrophage recruitment^54^. TLRs recognize damaged cells and cell debris. 

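Tlr2, a receptor for bacterial lipoproteins, had a log2 fold change of -0.35 (standard error 0.12, adjusted p = 0.0411) in neurofibroma macrophages over mutant nerve and 0.29 with the deposited values centred on array medians, so its sign depended on the scaling. Ccl2, a monocyte chemokine, had -0.71 (standard error 0.13, adjusted p = 0.00114) in macrophages and 0.85 (adjusted p = 0.00391) in SCs, both below the fold change of 2. The change of Ccl2 in SCs minus that in macrophages was 1.57 (adjusted p = 1.58e-04). Ccl3, a chemokine for macrophages and T cells, had 0.46 (standard error 0.20, adjusted p = 0.0845) in macrophages.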

In neurofibroma, *Tlr2* is slightly down-regulated (0.78x) in 7-month-old neurofibroma macrophages, and *Ccl2* and *Ccl3*, which can increase *Tlr2* expression, are not significantly up-regulated. Instead, *Tlr8* (5.5x), *Tlr5* (2.7x), and *Tlr9* (~2.0x) are up-regulated; TLR5^55^ and TLR8^56^ relay signals to increase *Il1b* expression. 

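Tlr8, an endosomal receptor for single-stranded RNA, lies on chromosome X of GRCm38.p6 from 167241123 to 167264329 and rose from 5.61 ± 0.38 (SD, n = 5) to 8.08 ± 0.26 (SD, n = 4), a log2 fold change of 2.47 (standard error 0.20, adjusted p = 2.08e-06). Tlr5, the flagellin receptor, rose with 1.43 (standard error 0.28, adjusted p = 0.00182), and Tlr9, the receptor for unmethylated CpG DNA, had 0.96 (standard error 0.21, adjusted p = 0.0038), below the fold change of 2. Against wild-type macrophages the log2 fold changes were 2.27 (adjusted p = 1.62e-05) for Tlr8, 1.24 (adjusted p = 0.00995) for Tlr5 and 0.96 (adjusted p = 0.00845) for Tlr9. The call of Tlr8 held with the universal controls in the fit (adjusted p = 0.0176), and that of Tlr5 did not (adjusted p = 0.69).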

Prolonged exposure to stressors and anti-inflammatory cytokines/chemokines signaling may determine the differential usage of these receptors in neurofibroma.

Another difference between the nerve injury and neurofibroma is the duration of local inflammation. A switch from pro-inflammatory processes such as influx of macrophages to recovery of nerve function is characteristic of nerve injury. In contrast, chronic inflammation without significant apoptosis is characteristic of neurofibroma. The concept that tumors behave as “wounds that do not heal”, stated by H. Dvorak in 1986 57, is reflected in the benign neurofibroma gene signatures we describe. Our findings extend previous understanding, as we show that inflammation increases over time, correlating with nerve tumor formation. Importantly, loss of *Nf1* in SCs does not immediately cause inflammation. Indeed, the interval between loss of the *Nf1* tumor suppressor and tumorigenesis, and increased inflammation, may create a window of opportunity for interfering with tumor formation.

*Nf1*^*−/−*^ SCs must initiate tumorigenesis, as they are the only *Nf1*^*−/−*^ cells present in neurofibromas, but neurofibroma macrophages may maintain the pro-inflammatory state in the neurofibroma microenvironment, accounting for prolonged chronic inflammation. In macrophages, perturbation of the balance between phospho-STAT1 and phospho-STAT3 can redirect signaling. In neurofibroma macrophages, neither *Stat1* nor the *Stat1* target gene *Il10* were differentially expressed; however, phospho-STAT3 is elevated^58^. 

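Il10, an anti-inflammatory cytokine gene, had log2 values of 7.09 ± 0.65 (SD, n = 4) in neurofibroma macrophages, 7.27 ± 0.40 (SD, n = 5) in mutant nerve and 7.98 ± 0.42 (SD, n = 3) in wild type. The log2 fold change was -0.17 (standard error 0.28, adjusted p = 0.673) over mutant nerve and -0.89 (standard error 0.32, adjusted p = 0.0464) over wild type, where it lay below the fold change of 2. Neurofibroma array s4481 stood apart at 8.06, with the other 3 arrays between 6.64 and 6.86.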

Given that IFN-γ is elevated in neurofibroma yet IL10 is not, an IFN-γ-dependent STAT1-independent pathway may be relevant^59^. *Stat4* (17x) and *Stat2* (2.7x) were significantly up-regulated and could potentially mediate signaling effects.

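Stat4, which signals from the interleukin 12 receptor, had log2 values of 8.56 ± 0.72 (SD, n = 4) in neurofibroma macrophages, 4.47 ± 1.45 (SD, n = 5) in mutant nerve and 5.33 ± 1.49 (SD, n = 3) in wild type. The log2 fold change was 4.10 (standard error 0.69, adjusted p = 6.13e-04) over mutant nerve and 3.23 (adjusted p = 0.00677) over wild type. Stat2, a component of the transcription factor ISGF3, rose with 1.44 (standard error 0.21, adjusted p = 2.13e-04) over mutant nerve and 1.01 (adjusted p = 0.00549) over wild type. Of 29 genes of Jak-STAT signalling 7 were higher and 0 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.0512). For both genes the call ended with the universal controls in the fit (adjusted p = 0.48 for Stat4 and 0.449 for Stat2).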

Our findings support the idea that SCs and macrophages cross-talk in neurofibroma. The neurofibroma system described here provides a platform upon which to investigate temporal and mechanistic aspects of RAS/interferon signaling. Finally, our study provides a wealth of data for future investigation of individual genes and processes in neurofibroma.

## Methods

### Ethics statement

All experiments with vertebrate animals were performed in accordance with Institutional guidelines and regulations at the Cincinnati Children’s Hospital Medical Center (CCHMC), and methods were approved by the CCHMC Institutional Review Board.

### Mice

All mice were maintained on the C57Bl/6 background from Harlan laboratories (Indianapolis, IN), by in-house breeding to *Nf1*^*fl/*+^ and *DhhCre* to obtain *Nf1*^*fl/fl*^*;DhhCre* or *Nf1*^*fl/fl*^ mice, as previously described^3^. Mouse genotyping and recombination assays were carried out as described^2^.

### Cell dissociation for cell sorting

We collected mouse DRG/neurofibroma/nerve, cut tissue into 1–3 mm^3^ pieces, and plated them in dissociation medium containing 20 mL L-15 (Mediatech), 0.5 mg/mL collagenase type 1 (Worthington; Lakewood, NJ), and 2.5 mg/mL dispase protease type II (Cambrex; East Rutherford, NJ) at 37 °C for 4–6 hours with shaking as described^58^. The dissociation reaction was stopped by adding Dulbecco’s Modified Eagle Medium (DMEM) + 10% fetal bovine serum (FBS). Undigested DRG and tumors were excluded using a 100 μM cell strainer. Cells were collected by centrifugation.

### Cell sorting

We incubated the dissociated mouse DRG/neurofibroma cell suspensions with anti-mouse monoclonal antibodies against CD11b (8G12/HPCA-2, Becton–Dickinson; San Jose, CA) bound to allophycocyanin (APC) anti-p75/NGFR (C40-1457, Becton–Dickinson) bound to phycoerythrin (PE), anti-F4/80 bound to Cy5.5 on ice in a solution containing phosphate-buffered saline (PBS)/0.2%BSA/0.01% NaN_3_ for 30 minutes. After washing, we resuspended cells in PBS/0.2%BSA/0.01% NaN_3_/2 mg/mL 7-aminoactinomycin D (7-AAD, Invitrogen). We carried out isotopic controls with irrelevant IgG1–APC, IgG1–PE and IgG1-Cy5.5 in parallel. We acquired cell suspensions in a dual-laser (Argon 488 and dye laser 630 or HeNe 633) FACSCanto (Becton–Dickinson) and analyzed on an “alive” gate based on light scatter parameters and 7-AAD staining negativity. Because some T cells are p75 positive, our forward scaffold enable us to avoid T cells when sorting SCs.

### RNA purification

RNAs were isolated using RNeasy mini kit (QIAGEN, Valencia, CA). RNA purification was performed as described. RNA integrity was determined by Agilent BioAnalyzer. RNAs with RNA Integrity Number (RIN) ≥ 9 were processed for Affymetrix platform.

### Microarrays

For each microarray (SCs, macrophages), Affymetrix GeneChip Command Console (v4.0.0) was used to create .chp files. All the probe sets on Affymetrix Mouse Gene 2.0 ST array (Mogene-2_0-st-v1.na33.2.mm10) were summarized by the Affymetrix Expression Console program (v1.3.1) using robust multi-chip average (RMA) method. After preprocessing steps, data from two batches were combined and their batch effects were corrected using ComBat method implemented in Bioconductor’s sva package. HUGO Gene Nomenclature Committee (HGNC)’s orthology prediction database (http://www.genenames.org/cgi-bin/hcop) was used to get human-to-mouse gene orthology information. Mouse genes with strong human orthologs were included in this study. Microarray raw data are available (Accession Number: GSE78901) at Gene Expression Omnibus (GEO).

### Differential gene expression

The Bioconductor/R limma package was used to define DEGs between two groups. Genes were considered differentially expressed when they passed two cutoff criteria (FDR q < 0.05 and fold change >2x). The most updated MGI (for mouse, http://www.informatics.jax.org) and HGNC (for human, http://www.genenames.org) gene/protein nomenclature was adopted in this study.

### Gene set enrichment analysis

Gene set enrichment analysis was performed using the WebGestalt webserver (http://bioinfo.vanderbilt.edu/webgestalt/). DEG sets were queried against the KEGG database and and FDR q < 0.05 cutoff was applied to select significantly enriched KEGG pathways.

### Ligand-Receptor interaction map

To construct a ligand-receptor interaction map, we compiled three separate public databases providing ligand-receptor binding-pair annotations. To collect a list of ligand and receptor genes, we parsed Gene Ontology (GO) terms associated with extracellular ligands and membrane receptors. The Database of Ligand-Receptor Partners (DLRP, http://dip.doe-mbi.ucla.edu/dip/DLRP.cgi) includes 462 interactions between 176 ligands and 133 receptors. Experimentally proven interactions (*in vivo* and/or *in vitro*) extracted from BioGrid v3.2 (http://thebiogrid.org) include 64 interactions between 36 ligands and 107 receptors. An XML file containing 242 cytokine-cytokine receptor interactions (138 ligands and 107 receptors) was downloaded from KEGG (mmu:04062) and parsed. After deleting redundant interaction pairs, we compiled an interaction map containing 635 ligand-receptor interactions including 182 ligands and 205 receptor genes. DEGs from the comparison of 7-month-old SC (*NF1*^*−/−*^) group to 1-month-old SC and 7-month-old macrophages group to 1-month-old DRG macrophages by applying FDR q < 0.05 and fold change >2x cutoffs, and then mapped to this ligand-receptor map. The final interaction map was automatically generated using in-house Perl script and the GraphViz graph package (http://www.graphviz.org).

### Macrophage subtype gene expression data

Gene Expression datasets of macrophage/monocyte subtypes (n = 23) were downloaded from the Immunological Genome Project (ImmGen) data portal (https://www.immgen.org/). This includes bone marrow classical monocytes, bone marrow non-classical monocytes, bone marrow macrophages, red pulp macrophages, lung residential macrophages, peritoneal dendritic cells, and small intestine dendritic cells. To characterize the subtype(s) of our 1- and 7-month-old neurofibroma macrophages, we applied Exploratory Factor Analysis (EFA)^23^ to our data and to the ImmGen datasets, using total transcriptomes, ligand-receptor genes from our re-compilation, and M1/M2 polarization signature genes. M1/M2 polarization signature gene sets were collected from published papers^19^,^20^,^21^,^22^. The number of factors was determined by Velicer’s minimum average partial (MAP) procedure in R (psych package), and maximum-likelihood factor analysis was performed using factanal function (stats package) in R.

### TAM gene expression data

We compared monocyte/macrophage datasets to those available in the ImmGen project (GSE37448) and TAM datasets, including glioma, neuroblastoma, and thymoma (GSE59047) to 1- and 7-month-old neurofibroma macrophages. To identify hidden clusters, exploratory factor analysis (EFA)^23^ was applied using gene expression profiles from total transcriptomes, ligand-receptor genes from our re-compilation, and M1/M2/TAM polarization signature genes^19^.

### Macrophage migration assay

We used 24-well Transwells (Corning #3421, New York, NY, 5.0 μm pore size) for migration assays. We added 0.6 mL mouse wild-type SC or neurofibroma SC conditioned medium, collected from 3–5 × 10^6^ cells cultured in DMEM + 10% FBS + Forskolin + β-heregulin (HRG) for 18 hours at 80–90% confluence to wells, then added a Transwell insert, and 0.1 mL DMEM medium containing 10% FBS or 50 ng/mL Anti-CSF1 (R&D Systems MAB4161) in the same medium. Then, 1.2 × 10^4^ bone marrow-derived macrophages were added to the inside compartment of the Transwell insert. DMEM with and without 100 ng CXCL12/SDF-1α (460-SD-010: R&D Systems) were used as negative and positive controls, respectively. After 24 hours at 37 °C, 5% CO_2_, non-migrated cells were removed from the upper surface of the membrane by scrubbing using cotton tipped swabs. Cells on the lower surface of the membrane (migrated) were fixed in 100% methanol for 2 minutes, then stained with Giemsa for 1 hour. The Transwell inserts were washed in distilled water twice, air-dried overnight, and viewed and imaged under a Leica dissection microscope.

### Gene network analysis using NetWalk

A modified version of NetWalk algorithm^44^ was used to handle bi-cellular interaction. Briefly, we calculated t-values using limma by comparing 7-month-old *Nf1*^*−/−*^ SCs to 1-month-old *Nf1*^*−/−*^ SCs and 7-month-old neurofibroma macrophages to 1-month-old DRG macrophages. The resulting t-values were transformed by quantile normalization to obtain identical distributions for two sets and used as node weights for the NetWalk analyses.

### PEGylated interferon alpha-2b treatment

PEGylated interferon alpha-2b was purchased at the Cincinnati Children’s Hospital (National Drug Code 00085132302) pharmacy. Each RediPen was brought to room temperature for at least 30 minutes. Contents (50 mcg per 0.5 ml) were diluted with sterile 1x phosphate buffered saline (pH 7.4) so that each 25 gram mouse received 10,000 I.U. in 100 μl 1X/week by subcutaneous injection, or a similar volume of vehicle^45^. One RediPen was used for injections on a single day. Volume was adjusted according to weight. Treatment was continued for 8 doses. We examined tumor bearing animals of both sexes for therapeutic response to PEGylated interferon alpha-2b (n = 19) as described, using volumetric magnetic resonance imaging (MRI) to evaluate tumor growth^60^. Mice were monitored daily and weighed weekly; no mice lost >10% body weight or required sacrifice. At the end of the treatment trial, we removed neurofibromas and froze them at −80 °C.

### Mouse cytokine array analysis

Mouse cytokine protein expressions were quantified using mouse cytokine array (panel A, R&D system, Minneapolis, MN). Briefly, proteins were extracted from *Nf1*^*fl/fl*^*;DhhCre* mouse neurofibromas and *Nf1*^*fl/fl*^ mouse sciatic nerves. Arrays were performed according to the instructions provided by R&D System on 200 μg lysate protein. The intensities of the white dots that were converted from the original black dots were measured using ImageJ software.

## Additional Information

**How to cite this article**: Choi, K. *et al*. An inflammatory gene signature distinguishes neurofibroma Schwann cells and macrophages from cells in the normal peripheral nervous system. *Sci. Rep.* **7**, 43315; doi: 10.1038/srep43315 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures and Tables

## Figures and Tables

**Figure 1:**
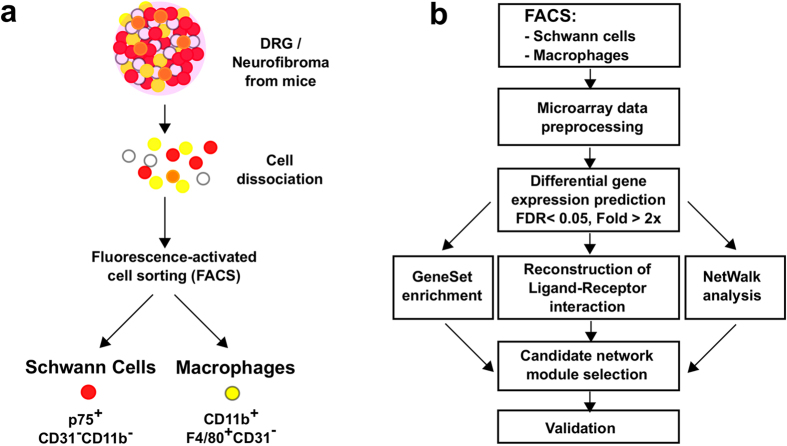
Overall analysis pipeline. (**a**) DRG and neurofibroma tumors were dissociated and sorted into SC and macrophage populations. (**b**) DEGs were detected in comparisons of 7- to 1-month-old cell populations. These DEG lists were used to run gene set enrichment analysis and to reconstruct a ligand-receptor interaction map. Combined with NetWalk analysis, we narrowed down our target gene lists by identifying the most relevant gene network modules in neurofibroma. Cytokine arrays were used to validate the differential protein level changes of several target genes (between wild-type DRG and neurofibroma tumors).

**Figure 2:**
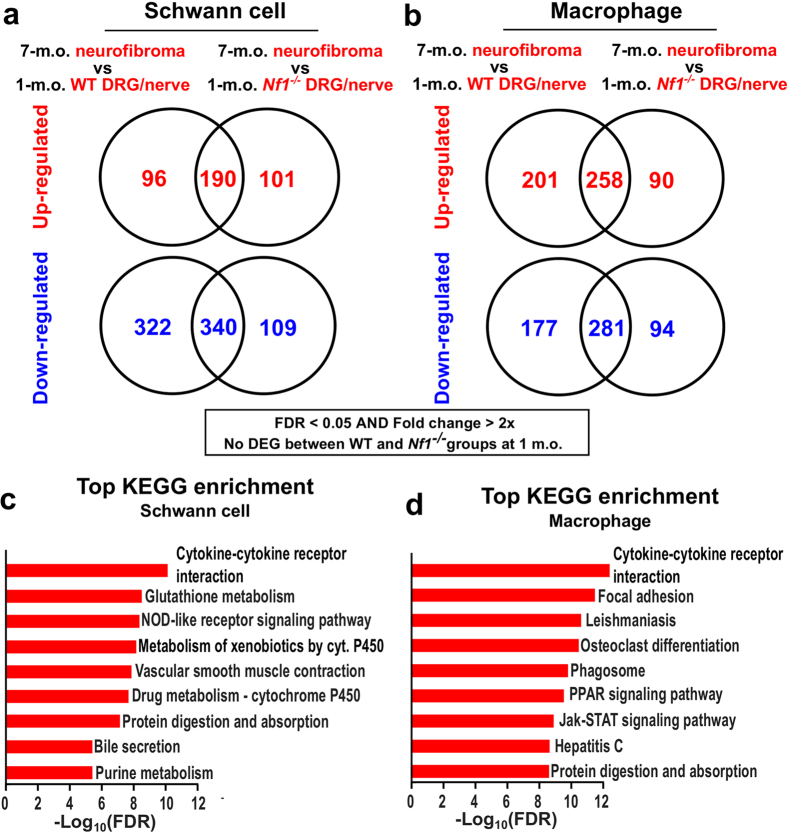
DEGs and gene set enrichment analysis. DEGs were predicted in (**a**) 7-to-1 month SC comparison and (**b**) 7-to-1-month-old macrophage comparison, using the limma method (fold change >2x and FDR q < 0.05). KEGG pathway analyses were performed using WegGestalt webserver using DEGs from (**c**) 7(*Nf1*^*−/−*^)-to-1(*Nf1*^*−/−*^) month SC comparison and (**d**) 7(*Nf1*^+*/*+^)-to-1(*Nf1*^+*/*+^) month neurofibroma macrophages. The designation *Nf1*^*−/−*^ represents SCs from *Nf1*^*fl/fl*^;*DhhCre* mice; a mixture of wild-type and *Nf1*^*−/−*^ SCs.

**Figure 3:**
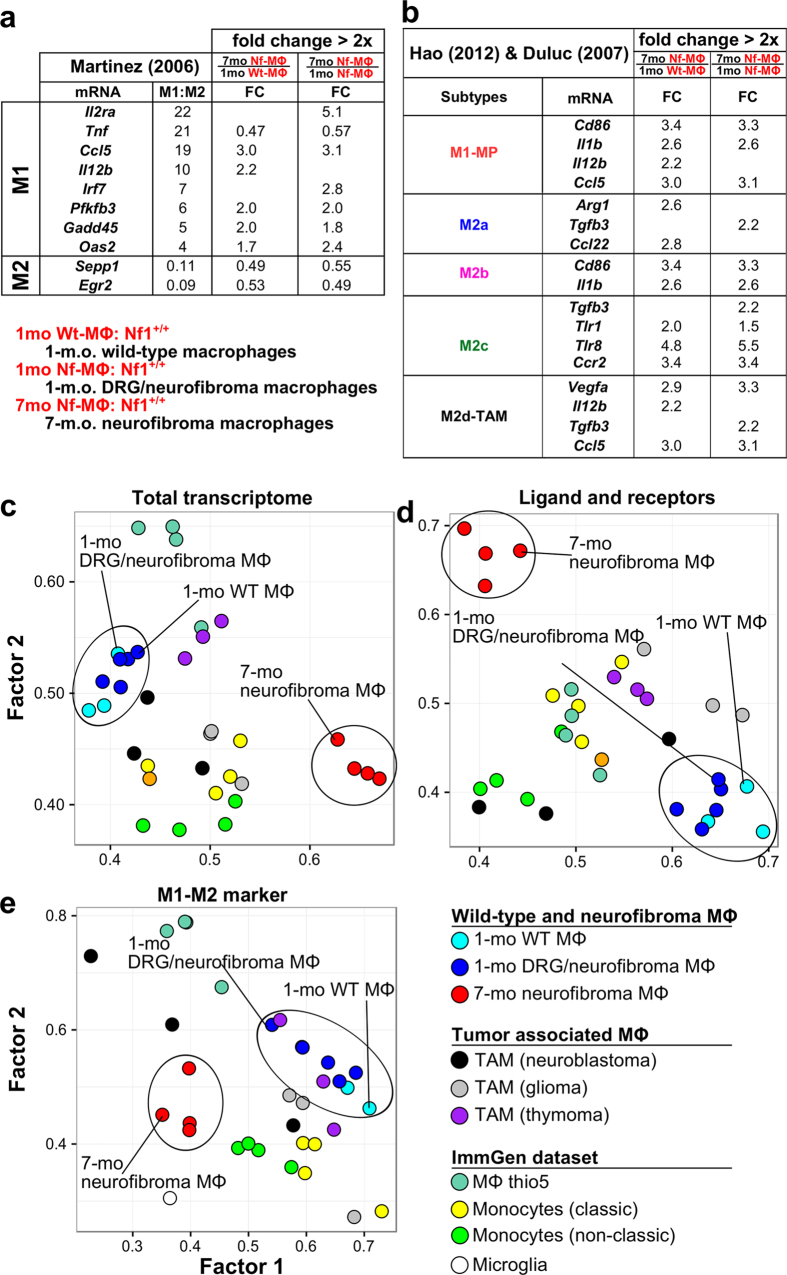
Characteristics of 7 neurofibroma macrophages. DEGs from 7-to-1 month comparison of macrophages (**a**,**b**) were mapped to M1/M2 polarization signature genes collected from previous publications. Only differentially expressed signature genes were displayed. Macrophage (MΦ) subpopulation clusters were generated by exploratory factor analysis (EFA) approach, based on (**c**) all genes in the microarray, (**d**) ligands and receptor genes, and (**e**) M1/M2 signature genes^19^.

**Figure 4:**
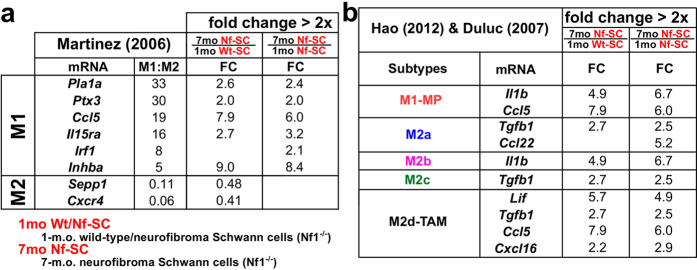
Differentially expressed M1-M2 signature genes in neurofibroma SCs. DEGs from 7-to-1 month comparison of SCs (**a**,**b**) were mapped to M1/M2 polarization signature genes collected from previous publications. Only differentially expressed signature genes are displayed.

**Figure 5:**
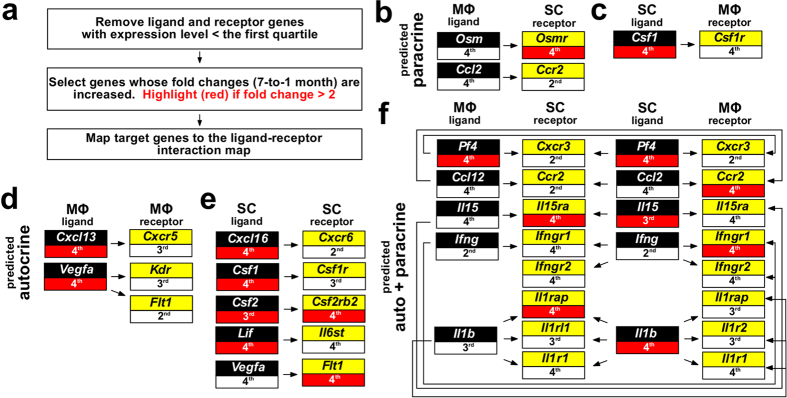
Potential paracrine and autocrine regulations in 7-month-old neurofibroma microenvironment. The relative expression levels are represented as quartiles (1^st^: lowest, 4^th^: highest). DEGs compared to 1-month-old neurofibroma SCs (*Nf1*^*−/−*^) and neurofibroma macrophages (*Nf1*^+*/*+^) are indicated in red boxes (fold >2).

**Figure 6:**
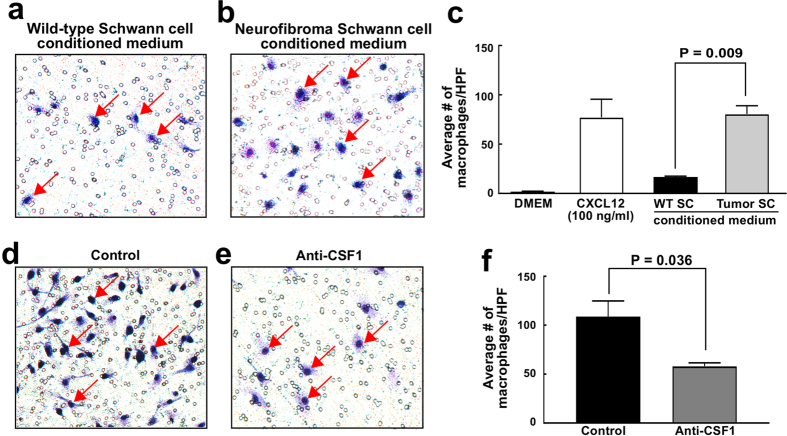
Macrophage migration assay. The number of migrated macrophages (stained in blue) increased significantly in neurofibroma SC conditioned medium compared to the wild-type SC conditioned medium (**a**–**c**). Anti-CSF1 treatment significantly reduced the number of migrated macrophages stimulated by neurofibroma SC conditioned medium (**d**–**f**).

**Figure 7:**
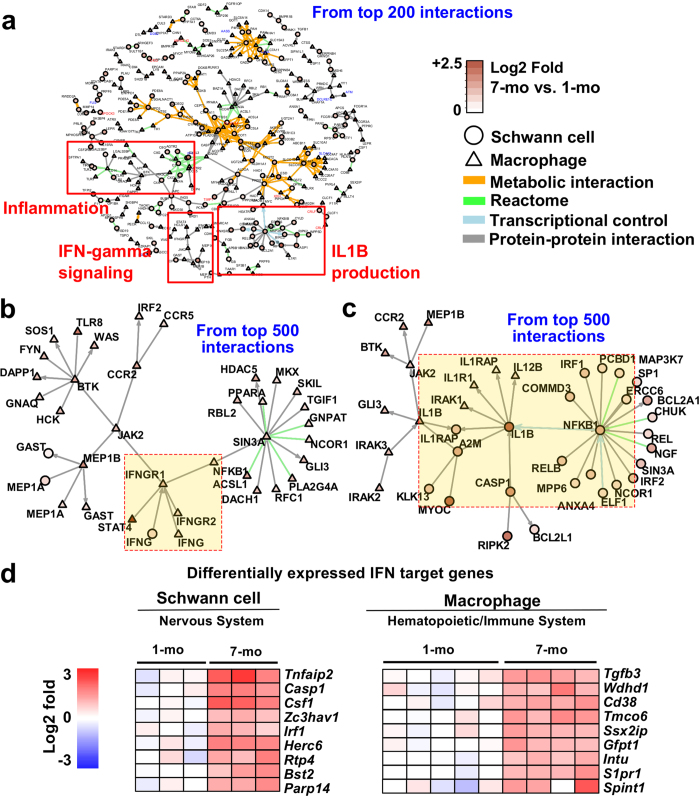
Network analysis and interferon target analysis. (**a**) Intra- and inter-cellular network generated based on top-scoring network interactions revealed sub-networks related to inflammation and immune responses (**b** and **c**). Two functional modules, representing IFN-γ signaling and IL1B production, were re-plotted using a bigger context (top 500 interactions). (**c**) IFN-γ target DEGs from 7-to-1 month comparisons of SC and macrophages were predicted using INTERFEROME v2.0.

**Figure 8:**
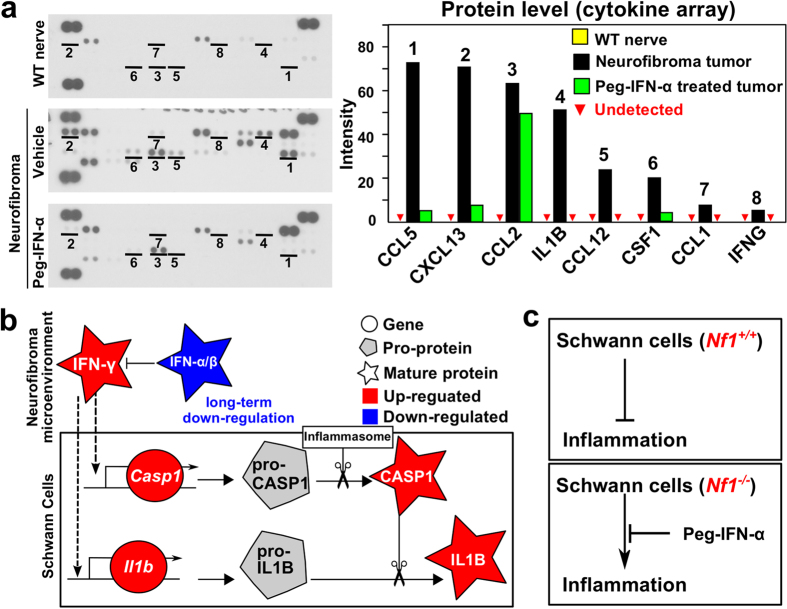
Pro-inflammatory cytokines in Neurofibroma. (**a**) Left panel: Pro-inflammatory cytokines are at low levels in wild-type nerve (top), show increased protein levels in neurofibroma (middle), and are reduced after treatment of neurofibroma with PEGylated IFN-α2b (bottom). Right panel: Relative intensity, reflecting comparative levels of expression for each protein, after the intensity of pixels was averaged and plotted. (**b**) A model developed from gene expression analysis (drawn by Inkscape v0.48, http://inkscape.org). Decreased levels of type-I interferons and increased type-II interferon increase inflammation in the tumor microenvironment by increasing expression of *Casp1* and *Il1b* mRNAs. CASP1 pro-protein is known to be cleaved and thus be activated by the inflammasome. Active CASP1 cleaves pro-IL1B protein, releasing active IL1B cytokine. (**c**) Based on this analysis, normal SCs suppress nerve inflammation. When *Nf1*^*−/−*^ SCs are present, de-regulated interferons result in inflammation, which can be largely normalized by PEGylated IFN-α2b.

How the deposited data were processed for this re-analysis (not part of the article)

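The series holds 23 Affymetrix Mouse Gene 2.0 ST arrays, of which 21 come from sorted cells and 2 from a universal control RNA. SCs were sorted for p75 and macrophages for F4/80 and CD11b, from 1-month-old wild-type nerve, 1-month-old Nf1fl/fl;DhhCre nerve and 7-month-old neurofibroma, with 3, 3 and 3 SC arrays and 3, 5 and 4 macrophage arrays. The authors summarized the probe sets with the RMA method of Expression Console (mm10 annotation), and the log2 values were used as the authors deposited them, for 41345 transcript clusters. Of these 23521 carry 1 gene, 1814 several genes and 16010 no named gene. Gene positions were taken from GRCm38.p6, with 21994 genes matched by Entrez identifier.

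The paper states that 2 batches were combined and corrected with ComBat. The deposited values were checked for this and are on 2 levels, which follow the age of the mice, with a universal control at either level. The levels do not follow the batch named in the array labels, and the array sets were taken from the levels. The median over transcript clusters of the difference between the universal controls was -0.596, and their values correlated with r = 0.955. Each array set holds sorted arrays of a single age, so the sets are bridged by the universal controls alone. ComBat was written out in R (version 4.3.3) and applied with the array set as batch and the groups, the universal control included, as covariates, after which array medians lay between 3.46 and 3.58. The comparisons had been planned on the values as deposited, and this correction was chosen after the values were seen.

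For each of 22180 genes the transcript cluster with the highest mean over the sorted-cell arrays was kept. limma (version 3.58.1) was fitted to the 3 groups of each cell type, with a moderated variance and Benjamini-Hochberg adjustment, with 6 residual degrees of freedom in SCs and 9 in macrophages, and 10.3 and 13.7 in all with those that the moderated variance adds. A gene was called at an adjusted p under 0.05 and a fold change above 2, the criteria of the paper. The difference between cell types in the change from 1-month-old Nf1fl/fl;DhhCre nerve to neurofibroma was tested in a fit of all 6 groups. A further fit of the deposited values of all 23 arrays held the array set as a term, so that the error of the universal control pair entered the standard errors.

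Members of 41 fixed gene lists were counted among the calls, with all genes and with the list alone as the basis of the adjustment, and tested with camera at an inter-gene correlation of 0.01 and with a correlation estimated per list. Lists were compiled by hand from textbook knowledge and fixed before the data were examined. Values in some of the paper's figures had been seen by then, so the lists are not blind to the genes printed there. Over-representation was tested with Fisher's exact test against all other genes. Sample separation was described with principal components and Pearson correlations.

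Named genes follow a rule set before the data were examined. For each comparison of neurofibroma with 1-month-old Nf1fl/fl;DhhCre nerve they are the 10 largest increases and the 10 largest decreases among called genes whose every neurofibroma array lies beyond every 1-month-old array. Added to these are every gene that the paper names in its text for the cell type and the genes printed in Figs 3a, 3b, 4, 5 and 7d, whose values in those figures had been seen. From each list the 4 called members with the largest absolute log2 fold change were added, and Nf1 itself. This gave 152 genes in SCs and 161 in macrophages.

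The steps were tested on simulated data. In values with no change at 7 months and an error of the universal control pair as estimated from the arrays, 20 draws gave 268 to 381 calls in SCs against wild type, 277 to 392 against 1-month-old Nf1fl/fl;DhhCre nerve, and 340 to 413 and 359 to 441 in macrophages. When 200 genes were changed, 50 at each fold, the SC comparison with 1-month-old Nf1fl/fl;DhhCre nerve called 92% of those at 3-fold and 10% at 1.5-fold, beside 346 unchanged genes. The fit with the universal controls called 44% and 0%, beside 3 unchanged genes. The number of arrays limits the precision. In macrophages the label batch coincides with the comparison of neurofibroma with 1-month-old Nf1fl/fl;DhhCre nerve and with that of the genotypes at 1 month.

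Alternatives were the groups sharing a fit, terms for the label batch, arrays of label batch 2 alone, a filter on low values, all transcript clusters, averaged clusters, quantile normalization, centring, other variance models, array weights, other thresholds, and each replicate left out in turn. Further ones, added after the values were seen, concern the correction of the array sets. KEGG pathways, the factor analysis with public immune cell data, human data and the quantitative PCR were not used here, and not every gene that the paper names was analysed here. Plots were drawn with matplotlib (version 3.10.9) in Python (version 3.11.15).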

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

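The tests of the 3 patterns weighed below, on changes shared by both cell types, on immune genes in SCs and on seminal vesicle genes, were chosen only after the results were seen, and so were the rules on single arrays and on the comparison genes in the second.

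Dixon's test, which sets the gap of an array against the range of its group, was run in 48 groups of 4 or 5 macrophage arrays. In 4 groups an array stood apart, where 2.4 are expected by chance. Il10 had a log2 value of 8.06 in neurofibroma array s4481, against 6.64 to 6.86 in the other arrays. Ccl2 had 11.14 in 1-month-old Nf1fl/fl;DhhCre replicate 11, against 11.43 to 11.5. The gaps of the other genes were small and near the first quartile of 2.72. Ifng had 2.63 in the same replicate, against 2.71 to 2.74, and Bmpr1b 2.61 in neurofibroma array s4441, against 2.69 to 2.7.

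The change from 1-month-old Nf1fl/fl;DhhCre nerve to neurofibroma differed between the cell types in 14 of 43 genes tested (limma, SC change minus macrophage change on the log2 scale). The 43 are genes that the paper's text names, many of them for a change in these same arrays, so their share is not that of an unselected list. Over all 22180 genes 606 passed at an adjusted p under 0.05 with no fold criterion. The change was higher in SCs for Inhba (3.46, adjusted p = 0.00327), Cxcl2 (2.52, adjusted p = 1.22e-05), Csf1 (2.06, adjusted p = 0.0122), Mbp (1.99, adjusted p = 0.00138), Ifnb1 (1.96, adjusted p = 0.022, with SC values of 2.52 in neurofibroma and 1.88 in 1-month-old Nf1fl/fl;DhhCre nerve, below the first quartile of 2.72, so the SC side is not a measured rise), Btc (1.85, adjusted p = 0.00925), Lif (1.85, adjusted p = 0.0382), Tlr2 (1.58, adjusted p = 0.034), Ccl2 (1.57, adjusted p = 1.58e-04), Casp1 (1.24, adjusted p = 0.0025) and Tgfb1 (0.98, adjusted p = 0.01). It was higher in macrophages for Vegfa (-3.01, adjusted p = 0.00104), Tlr8 (-2.10, adjusted p = 4.08e-04) and Ccr2 (-1.38, adjusted p = 0.0112). An additive shift between array sets drops out of these differences, but the label batch does not, since it coincides with the macrophage side, and over all genes the difference was called in 281 genes with batch as a term and in 471 without.

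Signals outside the genes that the paper discusses were Svs4, a seminal vesicle secretion gene, at 11.54 in wild-type macrophage replicate 6, where the universal controls reached 2.67, and Pgr, the progesterone receptor gene, at 7.73 in 1-month-old Nf1fl/fl;DhhCre SC replicate 10, where they reached 2.9.

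Changes at 7 months went together in both cell types, with r = 0.59 across genes (0.697 in simulated values with no change) and 212 genes called higher and 176 lower in both against Nf1fl/fl;DhhCre nerve, where the simulation gave 66.2 and 52.5 on average. Noise of the universal control pair, which the correction carries into both cell types, is a candidate explanation. It does not enter the deposited values, where the changes of both cell types had a covariance of 0.161. Of this, 0.115 was shared with the universal control difference and 0.047 (95% bootstrap interval over genes 0.042 to 0.052) was left. In the corrected values the covariance was also 0.161, against 0.114 in simulated values with no change. This argues against the noise as the whole cause but leaves it most of the corrected covariance, with 28.85% not accounted for. Genes are not independent, so the interval may be too narrow. A difference between the array sets that the universal controls do not carry cannot be told apart from age, since each array set holds sorted arrays of 1 age. Shared biology of age and tumor stays open as well and was not tested.

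Immune genes rose in sorted SCs at 7 months, 10 of 30 macrophage marker genes among them, and macrophages carried over into the sort, which collected p75+ cells apart from F4/80+;CD11b+ cells, may account for part of this. The marker genes needed a median of 1.04% of macrophage RNA, and 126 abundant macrophage genes a median of 0.928% and at most 21.1%, but their shares were not alike, with 4 of 22 abundant markers at 0 or less (Cybb -0.483%) and Lyz2 at 10.3%, so for the marker genes carry-over cannot be told apart from other causes. These 126 comparison genes may include genes that rise in SCs themselves. Csf2rb2, called higher in SCs, is among them at 21.1%, so their upper shares may be too lenient a limit. Il1b would need 3.55% (1.59% in the lowest SC array), above the median of the comparison genes but under their 95th percentile (8.28%). By this limit carry-over could supply it, although expression by SCs is not excluded. Ccl5 would need 27.7%, and in arrays s4481 and s4486 at least 28.2% and 33% over its highest mutant array, above the 95th percentiles of the comparison genes there (8.56% and 6.82%), which argues against carry-over as the whole cause in these 2, but in s4992 13.3% over the mutant mean and 5.26% over the highest mutant array, on either side of 10.5%, so it stays open there. Csf1, Lif and Inhba stood higher in SCs than in macrophages and would need at least 1410% by group means. In single arrays, over the highest mutant array, the lowest need was 683% (Csf1 in s4992). This argues against carry-over for them, while expression by SCs of tumor or by other cells was not tested here. The paper has separate evidence for Csf1. There an antibody against CSF1 reduced macrophage migration stimulated by medium of cultured neurofibroma SCs.

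Seminal vesicle secretion genes stood above the universal controls in 5 sorted arrays, SC wild-type replicates 2 and 3, macrophage wild-type replicates 5 and 6 and neurofibroma SC array s4992, with list means of 8.38, 4.09, 5.88, 8.84 and 4.41 against at most 2.30. All 5 were among the 12 arrays with Y-linked transcripts and 0 among the 9 without (exact p = 0.0389). Secretion or cells of male accessory glands carried over at dissection would give this pattern. The exact test counts arrays as independent, but array labels s4481 and s4486 occur in both cell types. Other arrays of the 2 cell types may also share a dissection, which the labels do not tell, so the p may be too small. All 5 belong to label batch 2, where 9 of 14 sorted arrays stood at the level of the universal controls. This argues against a cause that acts on every array of the batch, but not against one tied to some of its arrays. No biological explanation was tested.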

How the results depend on the processing

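The alternatives on the correction of the array sets, named as such below, were chosen only after the results were seen, and the other alternatives were set before.

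Counts are given for SCs against wild-type and mutant (1-month-old Nf1fl/fl;DhhCre) nerve, then for macrophages against the same, and stood at 1434, 1248, 1380 and 1099. With all transcript clusters they were 2964, 2616, 3722 and 3160, and with no fold criterion 4062, 3645, 7864 and 7719. A test against a fold of 2 (treat) called 38, 37, 79 and 90. Each of the other planned settings stayed within 1.5 times the count. With the universal controls in the fit and the array set as a term they were 69, 51, 46 and 50, since the error of the universal control pair then enters. Deposited values with no correction gave 5390, 5496, 5831 and 5057, of which only 41, 40, 84 and 60 were higher, ComBat without covariates 20, 34, 103 and 74, and ComBat with cell type as covariate 40, 37, 40 and 17, where age goes into the batch term. Centred deposited values changed the split into higher and lower to 1148 and 338 for macrophages against wild type and to 690 and 543 for SCs against mutant nerve, and planned centring gave 924 and 520 for macrophages against wild type. Quantile normalized deposited values gave 218 and 870, 204 and 640, 344 and 585, and 306 and 469. Leaving out replicates in turn gave 1182 to 1541, 1097 to 1309, 1289 to 1718 and 1008 to 1159.

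Between the genotypes at 1 month limma called 0 genes (1623 in SCs and 3663 in macrophages at an unadjusted p under 0.05). In SCs a fit of all 6 groups called 4, with batch as a term 4, with the universal controls and batch 6, eBayes with trend and robust 1 and the universal controls in the fit with the array set as a term 1. Leave-one-out gave 0 to 1, the 1 without wild-type replicate 3. In macrophages all 6 groups in a single fit called 2, all transcript clusters 1, averaged log2 values 1, centring 5, array weights 8 and no fold criterion 1. Leave-one-out gave 0 to 78, with 78 without wild-type replicate 4, 1 without wild-type replicate 6, 3 without mutant replicate 11 and 1 without mutant replicate 15.

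The difference between cell types, called in 471 genes, was called in 281 with batch as a term, 848 with wild type in place of mutant nerve, 306 with quantile normalized deposited values, 360 to 582 with replicates left out, and 501 with the paired arrays as a block (block correlation 0.084). The marker counts were 28 and 28 with the block as without it.

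The odds ratio of the cytokine list against wild type in SCs (1.86) was 0.809 among lower calls alone, 1.35 with the universal controls in the fit, 1.49 with quantile normalized deposited values, and 1.5 to 2.1 with replicates left out, not passing the test without wild-type replicate 3 (1.5) or neurofibroma array s4481 (1.52). Against mutant nerve in SCs (2.16) it was 1.28 with no fold criterion, 0.80 among lower calls alone and 1.77 to 2.27 with replicates left out. In macrophages against wild type (2.36) it was 1.25 with no fold criterion, 2.04 with the universal controls in the fit and 1.86 to 2.39 with replicates left out, and camera, unadjusted, did not pass (0.633). Against mutant nerve (2.37) it was 1.26 with no fold criterion, 1.81 among higher calls alone, 1.88 with the universal controls in the fit and 1.86 to 2.54 with replicates left out, and camera, unadjusted, did not pass (0.834).

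Lists past the threshold of camera numbered 13, 19 and 8 in SCs (against wild type, against mutant nerve, and between genotypes) and 13, 14 and 6 in macrophages. With an estimated correlation 0 passed in each comparison, and with centred deposited values 20, 22 and 10 in macrophages. Calls shared by both comparisons (373 and 519 in SCs, 424 and 372 in macrophages, higher and lower) fell to 30 and 9, and 26 and 8, with the universal controls in the fit, and to 220 lower in macrophages with centred deposited values. The first component held 59.4% (SCs) and 60.1% (macrophages) with the 1000 most variable genes, and the second factor of a 2-factor analysis 1.4% in each. The first quartile of 2.72 was 2.48 with all transcript clusters, 2.65 in deposited values and 2.43 in deposited values of all transcript clusters.

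Of the values of named genes under alternatives 6298 stayed on the same side of the threshold in the same direction, 89 that were not called either way turned their sign, 916 lost and 39 gained the call, and 9 called values reversed, all with deposited values in place of corrected ones. Centring them gave log2 fold changes over mutant nerve of 0.12 for Aldh3a1, 0.23 for Cd3g and -0.12 for Lepr in macrophages and 0.19 for Hspa1a and 0.031 for Nr4a1 in SCs. Quantile normalizing them gave -0.28 for Lepr and -0.008 for Wdhd1 in macrophages and -0.057 for Bmpr1b and -0.052 for Wfdc21 in SCs. Where no construction is named above, the cause was not tested.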

Differences from the paper's values

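The alternatives counted here were set before the data were examined, and of the tests in this part those on deposited values of Bmpr1b and Lepr were chosen only after the results were seen.

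Of 36 folds stated in the text of the paper 35 lay within 1.5 times of the values here in size, 32 of them also in the direction that the paper states, and of 52 folds in figures 52 lay within 1.5 times. Tgfb3 in SCs was 1.38-fold higher in neurofibroma than in 1-month-old Nf1fl/fl;DhhCre nerve. The paper's reported value is 2.2, a single number for both cell types, and in macrophages the fold here was 2.23. In SCs 4 of 20 planned settings came within 1.5 times of the paper's value. These were label batch 2 arrays alone, and the fits without SC replicate 9, without SC replicate 10 and without neurofibroma SC array s4486. Over all 20 the fold ran from 1.1 to 1.57.

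Counts of called genes were set beside those of Fig. 2, at the paper's thresholds. The paper's counts cover mouse genes with human orthologs, which could not be selected here. SC genes higher against wild type numbered 525 here and about 290 in Fig. 2, read by eye, and SC genes higher against Nf1fl/fl;DhhCre nerve 558 here and about 290 in Fig. 2, read by eye. Of 21 planned settings only leaving out genes under the first quartile came within 1.5 times of either. SC genes lower against Nf1fl/fl;DhhCre nerve numbered 690 here and about 450 in Fig. 2, read by eye, and 10 of 21 settings came within it, namely the fits of 2 groups, of label batch 2, of the 3 SC groups with batch as a term, the filter on low values, averaged clusters, centring, and those without SC replicates 8 or 10 or neurofibroma SC arrays s4481 or s4486. Macrophage genes higher against wild type numbered 731 here and about 460 in Fig. 2, read by eye, and those higher against Nf1fl/fl;DhhCre nerve 581 here and about 350 in Fig. 2, read by eye. For both, the filter on low values and quantile normalization came within 1.5 times, and the other planned settings did not.

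Genes called higher in both SC comparisons numbered 373 here and about 190 in Fig. 2, read by eye, and 0 of 3 planned settings came within 1.5 times. Those lower in both numbered 519 here and about 340 in Fig. 2, read by eye, and only the fit of 2 groups came within. For macrophages 424 were higher in both here and about 260 in Fig. 2, read by eye, and the fit of all 6 groups with batch and quantile normalization came within, while the fit of 2 groups did not.

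The paper describes Bmpr1b as lower in neurofibroma SCs and Lepr as lower in both cell types. Here Bmpr1b was 2.08-fold higher in SCs, and Lepr 2.82-fold higher in SCs and 2.46-fold higher in macrophages, so the sizes match with the direction turned. For Bmpr1b in SCs and Lepr in macrophages the upward direction does not hold under every scaling, with log2 fold changes of -0.057 for Bmpr1b in SCs in quantile normalized deposited values, and of -0.12 in centred and -0.28 in quantile normalized deposited values for Lepr in macrophages. Bmpr1b in 1-month-old Nf1fl/fl;DhhCre SCs, at a log2 value of 1.73, and Lepr in 1-month-old Nf1fl/fl;DhhCre macrophages, at 2.33, lay under the first quartile of 2.72.

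The paper describes the changes of Il1b and Ccl5 as larger in SCs than in macrophages. The sizes match, but the difference between the cell types did not pass the test (limma, adjusted p = 0.254 for Il1b and 0.537 for Ccl5).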

Other observations

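The splits of the arrays reported at the end of this part were set before the results were seen, and of the tests in this part the one on deposited values centred on array medians was chosen only after.

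Of 20 genes of cholesterol synthesis 10 were lower and 0 higher in neurofibroma SCs than in 1-month-old Nf1fl/fl;DhhCre SCs, with the same counts adjusted over the list alone (median log2 fold change -0.98, camera adjusted p = 1.85e-07, but adjusted p = 0.265 with an estimated correlation). Fdft1, the squalene synthase, had -2.09 (standard error 0.36, adjusted p = 0.00558), Nsdhl, a sterol dehydrogenase, -1.85 (adjusted p = 0.0087) and Pmvk, a mevalonate pathway kinase, -1.79 (adjusted p = 0.00322). In macrophages 1 of 20 was lower, Hmgcs1 (-1.43, adjusted p = 5.0e-04), which makes the precursor of mevalonate. Of 20 genes of smooth muscle and pericytes 10 were lower and 0 higher in SCs, also adjusted over the list alone (camera adjusted p = 1.01e-07, but adjusted p = 0.265 with an estimated correlation). Myl9, a myosin light chain, had -3.70 (adjusted p = 7.82e-05) and Acta2, smooth muscle actin, -3.22 (adjusted p = 4.33e-04). Of 24 sensory neuron marker genes 5 were lower and 0 higher (6 and 0 adjusted over the list alone, camera adjusted p = 0.00211, but adjusted p = 0.424 with an estimated correlation). Of 22 endothelial marker genes 3 were higher and 0 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.00243, but adjusted p = 0.494 with an estimated correlation), among them Emcn, a sialomucin of endothelium, with 2.18 (adjusted p = 0.011), and against wild type 1 was higher and 0 lower (0 and 0 over the list alone, camera adjusted p = 0.0589).

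In neurofibroma macrophages 13 of 48 genes of collagens and matrix were lower and 0 higher than in 1-month-old Nf1fl/fl;DhhCre nerve (15 and 0 adjusted over the list alone, median -0.63, camera adjusted p = 1.79e-04, but adjusted p = 0.536 with an estimated correlation). Col1a1 had -2.62 (adjusted p = 1.65e-04) and Col6a1 -2.60 (adjusted p = 0.003). In the same arrays 10 of 21 fibroblast marker genes were lower and 1 higher (11 and 1 adjusted over the list alone, median -1.06, camera adjusted p = 0.0019, but adjusted p = 0.536 with an estimated correlation), and Col1a1 is on both lists. Of 21 genes of resident macrophages 6 were lower and 0 higher, also adjusted over the list alone (camera adjusted p = 0.0019, but adjusted p = 0.14 with an estimated correlation), among them Cbr2, a carbonyl reductase (-2.62, adjusted p = 1.16e-06), and Cd163, a scavenger receptor for hemoglobin (-1.77, adjusted p = 5.08e-05).

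Nf1 transcript values, as deposited and not corrected, lay between 6.30 and 7.27 in the sorted-cell arrays and at 7.65 and 7.03 in the universal controls. In corrected values the log2 fold change in 1-month-old Nf1fl/fl;DhhCre SCs against wild type was -0.32 (limma, adjusted p = 0.68). Genes with the largest increases in SCs included Gcg (3.59, adjusted p = 4.32e-04), Vmn1r181 (3.33, adjusted p = 9.24e-04) and the microRNA gene Mir505 (2.75, adjusted p = 0.00323), which the paper does not discuss. Mir505 did not pass the test with the deposited values centred on array medians (0.76, adjusted p = 0.259).

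Other splits of the arrays were run for the counts of called genes, the list tests and the markers, each over groups of the same sizes. For SCs 10 splits of 3 against 3 arrays are too few for a share under 0.05, with 1434 calls against wild type (highest other split 1), 1248 against Nf1fl/fl;DhhCre nerve (highest other 0), 0 between genotypes (highest other 0), odds ratios of the cytokine list of 1.86 and 2.16 (highest other 0 for both), and 13, 19 and 8 lists past the threshold (highest other 19, 19 and 22). As many or more came from 1, 1, 10, 1, 1, 4, 2 and 6 of the 10 splits. In macrophages no other split that was run gave as many calls against wild type (1380, highest other 329, 1 of 35 splits as large) or against Nf1fl/fl;DhhCre nerve (1099, highest other 607, 1 of 100). The splits divide arrays already corrected, where error of the universal control pair stays as a difference between the ages. They cannot exclude that error behind the calls, and simulated values with no change called 340 to 413 and 359 to 441 genes. Chance cannot be excluded for the lists past the threshold (13, 14 and 6, highest other 16, 26 and 27, with 6 of 35, 35 of 100 and 43 of 56 splits as large). The splits decide nothing for the odds ratios against wild type (2.36, highest other 2.64, 2 of 35) and against Nf1fl/fl;DhhCre nerve (2.37, highest other 2.77, 4 of 100), since only 1 of 34 and 5 of 99 other splits called at least 20 genes, and these place most arrays of one group together. Nor do they for the calls between genotypes (0, highest other 25, 56 of 56), since every split reaches a count of 0. For the difference between cell types the share of splits as large was under 0.05 (471, 4 of 100), although the highest other split called 2872. A split that turns the ages around in 1 cell type would make a sum of the difference, but whether that split did was not checked. For both marker lists chance can be excluded (28 each, highest other 0, 1 of 100 for each).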
